# Single-Cell Transcriptomes Reveal a Complex Cellular Landscape in the Middle Ear and Differential Capacities for Acute Response to Infection

**DOI:** 10.3389/fgene.2020.00358

**Published:** 2020-04-15

**Authors:** Allen F. Ryan, Chanond A. Nasamran, Kwang Pak, Clara Draf, Kathleen M. Fisch, Nicholas Webster, Arwa Kurabi

**Keywords:** single-cell, middle ear, otitis media, cluster-profiling, homeostasis

## Abstract

Single-cell transcriptomics was used to profile cells of the normal murine middle ear. Clustering analysis of 6770 transcriptomes identified 17 cell clusters corresponding to distinct cell types: five epithelial, three stromal, three lymphocyte, two monocyte, two endothelial, one pericyte and one melanocyte cluster. Within some clusters, cell subtypes were identified. While many corresponded to those cell types known from prior studies, several novel types or subtypes were noted. The results indicate unexpected cellular diversity within the resting middle ear mucosa. The resolution of uncomplicated, acute, otitis media is too rapid for cognate immunity to play a major role. Thus innate immunity is likely responsible for normal recovery from middle ear infection. The need for rapid response to pathogens suggests that innate immune genes may be constitutively expressed by middle ear cells. We therefore assessed expression of innate immune genes across all cell types, to evaluate potential for rapid responses to middle ear infection. Resident monocytes/macrophages expressed the most such genes, including pathogen receptors, cytokines, chemokines and chemokine receptors. Other cell types displayed distinct innate immune gene profiles. Epithelial cells preferentially expressed pathogen receptors, bactericidal peptides and mucins. Stromal and endothelial cells expressed pathogen receptors. Pericytes expressed pro-inflammatory cytokines. Lymphocytes expressed chemokine receptors and antimicrobials. The results suggest that tissue monocytes, including macrophages, are the master regulators of the immediate middle ear response to infection, but that virtually all cell types act in concert to mount a defense against pathogens.

## Introduction

The middle ear (ME) is a bone-encased, air-filled cavity that links the external ear to the inner ear. Bounded externally by the tympanic membrane, it houses the three ossicles that transmit acoustic vibrations from the eardrum to the cochlea. It is connected to the nasopharynx by the Eustachian tube, which provides intermittent ventilation and pressure release, as well as clearance via ciliary activity.

The ME is a frequent site of infection, especially in children. More than 90% of children experience otitis media (OM), which is chronic-recurrent in 15−20% (Rosenfeld and Bluestone, 2003). It is the most common cause of physician visits and surgery at ages less than 5 years (Cullen et al., 2009). OM leads to hearing loss during a critical period of language acquisition and learning, and has been associated with deficits in both language and learning (Friel-Patti et al., 1982; Wendler-Shaw et al., 1993). OM can be well-controlled by therapy, but the annual cost in the United States is estimated at >$5 billion (Ahmed et al., 2014). In contrast, OM is a very serious disease in developing countries due to limited access to medical care. Under-treated suppurative OM is estimated by the World Health Organization to be responsible for 28,000 annual deaths due to intracranial infection and to cause half of the world’s burden of severe hearing loss, approximately 240 million cases (Arguedas et al., 2010). The resolution of uncomplicated, acute OM occurs in less than one week, even without antibiotic treatment. This is too rapid for the *de novo* elaboration of cognate immunity, suggesting that OM is normally resolved by innate immunity. Indeed, deficiencies in innate immune genes have been linked to OM susceptibility in both mice and humans (Leichtle et al., 2011; Rye et al., 2011).

The ME is an atypical mucosal site, characterized by a largely rudimentary cellular structure, yet with the capability to rapidly transform into a respiratory-type epithelium. The majority of the resting ME cavity is lined by a monolayer of simple squamous epithelial cell overlying a sparse stroma and vasculature. However, upon infection and inflammation, hyperplasia can produce a 20-fold increase in thickness, into a pseudostratified, columnar epithelium populated with ciliated, goblet and secretory cells, within a few days. Upon the resolution of infection, the mucosa returns to its baseline structure (Lim, 1979).

The cells that make up the normal ME mucosa have been studied primarily morphologically. Early studies were limited to the observation of a simple squamous lining epithelium with ciliated cells in some areas, especially near the orifice of the Eustachian tube (e.g., Kolmer and Mellendorff, 1927; Wolff, 1943). Later investigations noted morphological details that confirmed a simple squamous epithelial structure with minimal stroma throughout much of the ME, but with some areas of cuboidal, columnar and pseudostratified epithelium, primarily near the Eustachian tube but also in recesses and corners of the ME (e.g., Hentzer, 1970). Blood vessels, lymphatics, and small numbers of immunocytes including macrophages, lymphocytes and plasma cells were also noted in the stroma, as were melanocytes (Lin and Zak, 1982). In addition, histochemistry was used to demonstrate the presence of mucopolysaccharides within both ciliated and non-ciliated epithelial cells (e.g., Sade, 1966).

The introduction of electron microscopy to ME studies added significant details regarding ME cell types. Based on their ultrastructure, Lim and Hussl (1969) classified ME epithelial cells as non-ciliated without secretory granules, mucus-secreting goblet cells with abundant secretory granules, intermediary secretory cells with fewer secretory granules, ciliated cells, and subsurface basal cells. Hentzer (1976) added a sixth class that he termed intermediate cells, which he proposed could differentiate into any of the other surface cell types, with intermediary secretory cells a transitional stage into goblet cells. Ultrastructural studies also noted pericytes in association with the endothelial cells of vessels.

Additional information has been added by immunohistochemistry. Takahashi et al. (1989) identified macrophages, T-cells and B-cells in the subepithelial stroma of the normal ME. However, these cells were sparse, with on average less than one B cell in a histological section through the entire ME, and 1−5 macrophages and T-cells per section. They thus comprised a very small fraction of the cells present in the normal ME, as observed morphologically by Lim (1979). Immunohistochemistry was also used to document the presence of melanocytes (Lin and Zak, 1982), pericytes (Zhang et al., 2015), natural killer cells (Jecker et al., 1996), and mast cells (Stenfors et al., 1985).

More recently, a lineage study found that the ME mucosal epithelium in mice has two distinct embryonic origins. Epithelial cells in approximately half of the ME cavity closest to the Eustachian tube orifice originate from the endoderm of the branchial arches, while the remainder originates from the neural crest. In the normal ME, ciliated and goblet cells were observed only in cells of endodermal origin, although many non-ciliated, non-secretory cells were also present (Thompson and Tucker, 2013). More recently, ciliated cells have been documented in the region of neural crest origin (Luo et al., 2017). However, the dual origin of cells adds yet another layer of complexity to ME cell types.

Recent studies have also evaluated the transcriptome of the normal ME mucosa (MacArthur et al., 2013; Hernandez et al., 2015). These studies, which utilized bulk RNA, identified genes expressed in the normal ME. However, they could not address the genes expressed individually by the different ME cell types. Cell-specific patterns of genes expression would help to define the functions of various cell types and their ability to respond to ME infection.

The purpose of the present study was to document the expression of genes in individual ME cells. We sought to identify the cell types present in the ME cavity at a single-cell resolution, to illuminate their functional characteristics, and to evaluate the cellular distribution of genes known to be important for the pathogenesis and resolution of OM.

## Materials and Methods

### Animals

Young adult (60−90 day old) wildtype C57Bl/6J mice (Charles River, Wilmington, MA, United States) were used. All procedures were performed to National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of the VA San Diego Medical Center.

### Preparation of Cell Suspensions

Groups of six mice were deeply anesthetized (ketamine 50 mg/kg, xylazine 1 mg/kg, acepromazine 5 mg/kg in 50 μl, i.p.) and sacrificed by decapitation, avoiding significant pressure on the neck to prevent the rupture of blood vessels in the ME. Six animals were required to generate a sufficient number of cells for a 10X Genomics run, because a ME tissue sample from a single animal are small. The ME bullae were isolated and opened along the suture that divides the lateral from the medial ME. ME mucosal tissue was gently harvested from the bullar bone. Care was taken not to include any tissue from the ME muscles. The pooled tissue was incubated with 0.5 mg/ml thermolysin (Sigma-Aldrich, #T7902) in Leibovitz’s buffer for 25–30 min in a 37°C/5% CO_2_ humidified tissue culture incubator to dissociate the extracellular matrix. The thermolysin was then aspirated, the tissue rinsed, and the sample incubated in FACSMax cell dissociation solution (Genlantis, #T200100). The cell mixture was triturated with a pipette and further dissociated into single cells mechanically by passing through a 23 G blunt-ended needle. Dissociated cells were passed through a 40 μm cell strainer (BD Biosciences) to eliminate clumps before sorting and collected into a FACS tube on ice containing PBS buffer with 0.04% BSA. Cell viability was assessed by Trypan blue exclusion staining and cells counted with a hemocytometer (Countess II, Thermo Fisher Scientific). Cell viability was greater than 95%. Following counting, the samples were diluted to 700 cells/μL. Three replicates were performed since the typical yield of a 10X genomics run is about 2,000 cells, and we wanted to evaluate a higher number, plus we wanted independent biological samples to assess replicability of the data.

### Single-Cell Library Preparation and Sequencing

Libraries were prepared using the Chromium Controller (10X Genomics, Pleasanton, CA, United States) in conjunction with the Single Cell 3’ Reagent Kit v2 kit user guide. Briefly, the cell suspensions were diluted with nuclease-free water according to manufacturer instructions to achieve an estimated cell count of 1,950 to 2,858 per sample. cDNA synthesis, barcoding, and library preparation were then carried out in the Chromium controller according to the manufacturers’ instructions. The libraries were sequenced on an Illumina HiSeq 2500 (Illumina, San Diego, United States) with a read length of 26 bp for read 1 [cell barcode and unique molecule identifier (UMI)], 8 bp i7 index read (sample barcode), and 98 bp for read 2 (actual RNA read). Reads were first sequenced in the rapid run mode, allowing for fine-tuning of sample ratios in the following high-output run. Combining the data from both flow cells yielded approximately 200 million reads per sample.

### Single-Cell Data Analysis

Reads were demultiplexed using Cellranger 2.0.2 (10X Genomics) and mkfastq in conjunction with bcl2fastq 2.17.1.14 (Illumina). The reads were subsequently aligned to the murine reference genome (mm10 with annotations from Ensembl release 84), filtered, and quantified using the Cellranger count command. Cellranger aggr (10X Genomics) was further used to generate an initial secondary analysis (t-distributed stochastic neighbor embedding; t-SNE), principal component analysis (PCA) clustering. Graph-based, as well as K-means (*K* = 2–10) analysis of gene expression was used to identify the 50 most differentially regulated genes that distinguished each PCA cell cluster. Cellranger aggr was used to merge the count matrices from 3 independent samples.

Additional clustering analysis was conducted using R package Seurat (Satija et al., 2015) to merge the data from the three independent samples and generate overall cell clusters. Cells were filtered based on quality control measurements recommended by the Seurat developers. Genes that were expressed in less than 0.1% of cells and cells that expressed less than 750 unique genes were excluded from the analysis. Cells that expressed greater than 7.5% mitochondrial genes were also excluded, as they represent dead or injured cells. After filtering, 6,370 of 6,770 cells remained.

After quality filtering, counts were log normalized. The FindVariableGenes function in Seurat was used to identify 2,207 highly variable genes that were used for downstream analysis. Finally, the data were scaled and subject to PCA to reduce the dimensionality of the dataset.

We used overrepresentation enrichment analysis (ORA) from R package WebGestaltR. Searched geneontology biological process database. Looked for enrichment in significantly differentially expressed genes (adjusted *p*-value < 0.05) for each cluster versus all highly variable genes (*n* = 2,207).

### Identification of Cell Types

Cells were identified by assessing gene expression in the clusters of the three independent samples. Two methods were used to evaluate each of the samples. In the first, the expression of well-recognized cell marker genes was mapped to the graph-based clusters. For a second means of identification, the top 50 differentially expressed genes in each cluster were evaluated for their known expression by different cell types using the GeneCards database and the literature. From both methods, exclusively expressed genes (defined as being expressed by >50% of the cells in a cluster at high levels versus <2.5% of the cells of all other clusters at low levels) that were associated with an individual cell type were then assessed for their known cellular expression in the literature and in the GeneCards database.

### Immunohistochemistry

Expression of select genes used for cell identification was verified by immunohistochemistry. Paraffin sections of MEs were deparaffinized, and antigen retrieval performed with citrate buffer, pH 6.0. The sections were exposed to primary antibodies to: EPCAM (Sino Biological), DYNLRB2 (Thermo Fisher Scientific), COL1A2 (LSBio), LRG (Proteintech), CSFR1 (LSBio) and PTPRCAP (Antibodies.online), DEFB1 (BiossUSA), AREG (LSBio), ECRG4 (Biorbyt), followed by secondary antibodies labeled with Alexa 488 (Abcam).

### Expression of Innate Immune Genes

Acute OM in most children resolves in less than a week even in the absence of antibiotic treatment (Little et al., 2001), a period too short for the full engagement of cognate immunity. This implicates innate immunity in the normal resolution of ME infection. In order to assess the capacity of resting ME cells to rapidly engage innate immunity, we assessed the expression levels of innate immune genes in our single-cell transcriptomes. For this analysis we used the Mouse Genome Informatics gene ontology (GO) list of 1599 innate immune transcripts representing 809 individual genes: GO:0045087.

## Results

### Single-Cell Metrics

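Mucosa was taken from uninfected middle ears of young adult mice and pooled into 3 samples of 6 mice each, and each pool gave 1 droplet library of single cells. The authors ran Cellranger on each library against the mm10 mouse genome and merged the 3 libraries. The merged table lists numbers of unique molecular identifiers (UMIs, which count each captured transcript once) for 27998 genes in 6770 cells. They are whole numbers, and whether the merging step subsampled reads to equal depth is not known here. The number that ends each cell barcode assigned 2858 cells to pool 1, 1962 to pool 2 and 1950 to pool 3. The table held 32711098 UMIs, with 13146249 in pool 1, 9516768 in pool 2 and 10048081 in pool 3. There was 1 condition, so cell types were compared with each other within the pools, and the pools served as replicates (n = 3). Errors are SDs over the 3 pools unless another error is named. In the sample labels the library name of pool 1 carries another month than those of pools 2 and 3. This was read here as another library batch for pool 1, although the labels name no batch. No second pool shares its batch, so a trait of the mice of pool 1 and an effect of its batch cannot be told apart. Positions of genes are those of the GRCm38 (mm10) genome.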

The mean number of transcriptomes per sample was 2,257, typical for a single-cell sample on the 10X genomics device, for a total of 6,770 cells. As noted above, quality control eliminating cells with a high proportion of mitochondrial genes likely to be dead or dying cells as well as outliers, left a total of 6,370 cells. 

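With the limits of the paper's methods, at least 750 detected genes and at most 7.5% of UMIs from mitochondrial genes, 2627 cells of pool 1, 1873 of pool 2 and 1870 of pool 3 were kept. Fewer than 750 genes were detected in 180 cells (58 of pool 1, 63 of pool 2 and 59 of pool 3). The mitochondrial limit was exceeded by 245 cells, of which 184 came from pool 1, 33 from pool 2 and 28 from pool 3. Removing genes found in less than 0.1% of cells before counting genes per cell left the same number of cells, and a mitochondrial limit of 5% left 6022. The kept cells held 31507733 UMIs. Scrublet, which scores each cell by its likeness to simulated pairs of cells, called 6 cells of pool 1, 19 of pool 2 and 17 of pool 3 doublets. These 42 cells stayed in, because the paper's text names no removal of doublets.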

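Before filtering, the median cell held 3933.5 UMIs in pool 1, 3744 in pool 2 and 4005.5 in pool 3, and the median number of detected genes was 1637, 1490 and 1600 in the same order. The mean of these medians was 3894.33 ± 135 UMIs and 1575.67 ± 76.5 genes, and 17322.3 ± 344 genes were detected per pool. A gene with 0 UMIs in single cells was therefore read as below the depth of these cells, not as absent. Numbers of reads were not used here, because the table counts UMIs.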

A mean of 45.6 million reads/sample resulted in the detection of 17,322 genes for each tissue sample, with an average 20,425 reads/cell, 3,894 UMIs/cell and 1,576 genes/cell. The quality control metrics for each sample are presented in Table 1.

**TABLE 1:** Single cell metrics.

Sample	Reads	Total cells	Genes/cell	Reads/cell	Total genes	UMIs/cell
1	54.0 M	2,858	1,637	18,886	17,719	3,933
2	45.0 M	1,962	1,490	20,920	17,110	3,744
3	41.9 M	1,950	1,600	21,468	17,138	4,005

*Metrics for the three independent samples of ME mucosa, each representing six mouse MEs.*

### Generation of Cell Clusters

Clustering of ME cell transcriptomes using the 10X Cellranger pipeline resulted in a similar pattern of cell groupings for each of the samples, identifying 11 (Figure 1), 8 and 7 clusters in the three separate samples. Some of these clusters were subdivisions of spatially contiguous cell groups, and generally it was variation in the number of these subgroups that produced differences in cluster number between samples. However, later analysis confirmed that marker genes present in the sample with the most clusters (11) also distinguished cell groups in the two samples with fewer clusters, even though they had not been separated by PCA. To increase the depth of analysis, cell sequences from the three samples were merged and analyzed using Seurat. 

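The kept cells were clustered with Seurat on log-normalized counts (scale of 10000) and the 2207 genes of highest scaled dispersion, the number the paper gives. Genes that the paper assigns to a cell type and that did not serve as markers here were left out of the clustering. They therefore did not help define the groups in which they were then tested. Marker genes were not left out, so their fold changes and adjusted p values below are not independent of the clusters. With 20 principal components, 20 neighbours and a resolution of 0.8, settings that the paper's text does not name, 21 clusters of 16 to 762 cells were found. Among the alternatives, 10 components gave the fewest clusters (16) and a resolution of 1.2 the most (25), and a resolution of 0.4 gave 17. Each cluster was named after the marker genes its cells expressed, and the names carry the ending "like" because they rest on transcripts alone. Levels of the markers used for naming are therefore not independent of the names.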

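For comparisons between cell types, UMIs were summed over the cells of each type in each pool, for the 16 groups with at least 10 cells in every pool. B cell-like cells (65, 14 and 8 cells in pools 1, 2 and 3) and melanocyte-like cells (40, 3 and 2) did not reach this number, and their values are given without a test. Expression is given as UMI counts scaled to a fixed total (CPM) of these sums, as mean ± SD over the pools. Each group was tested against the mean of the other groups on the log scale with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment over the 9055 genes that passed its filter on low counts, and a gene was called at an adjusted p under 0.05. A class made of more than 1 group, such as epithelial-like cells, was tested as the mean of its groups on the log scale. Each tested group had the same weight there, whereas the CPM of a class is that of all its cells. All log2 fold changes and adjusted p values below come from this fit unless stated otherwise. Where most other groups held 0 UMIs of a gene, its fitted fold change depends on the small prior count that edgeR adds, so the level of the next highest group is given beside it. The standard errors were worked back from the fold change and the F statistic of its test, so they share this dependence.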

Seurat t-SNE clustering of the merged samples yielded 17 cell clusters, which are illustrated in Figure 2A. Several clusters consisted of discrete groups of cells. Others were parts of multi-cluster cell groupings, as observed in the Cellranger analysis.

**FIGURE 1:**
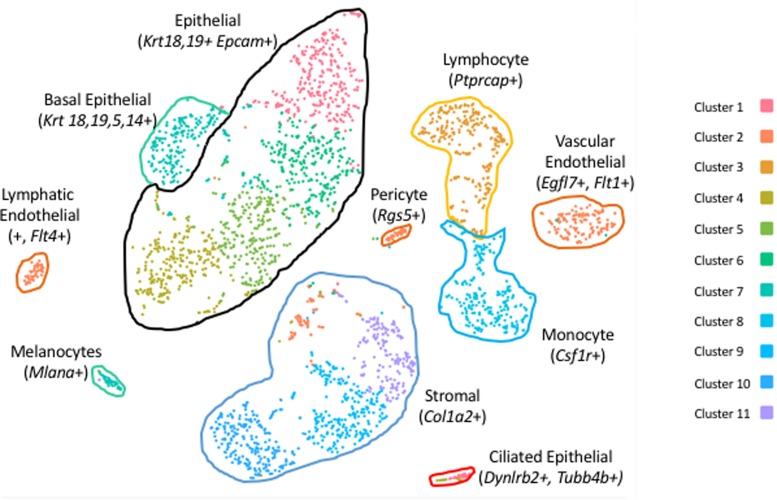
PCA clusters of cells from a sample of six normal mouse ME mucosae, generated by 10X Genomics Cellranger. Eleven separate clusters (1–11) were produced. Marker genes were used to identify the cells of each cluster.

**FIGURE 2:**
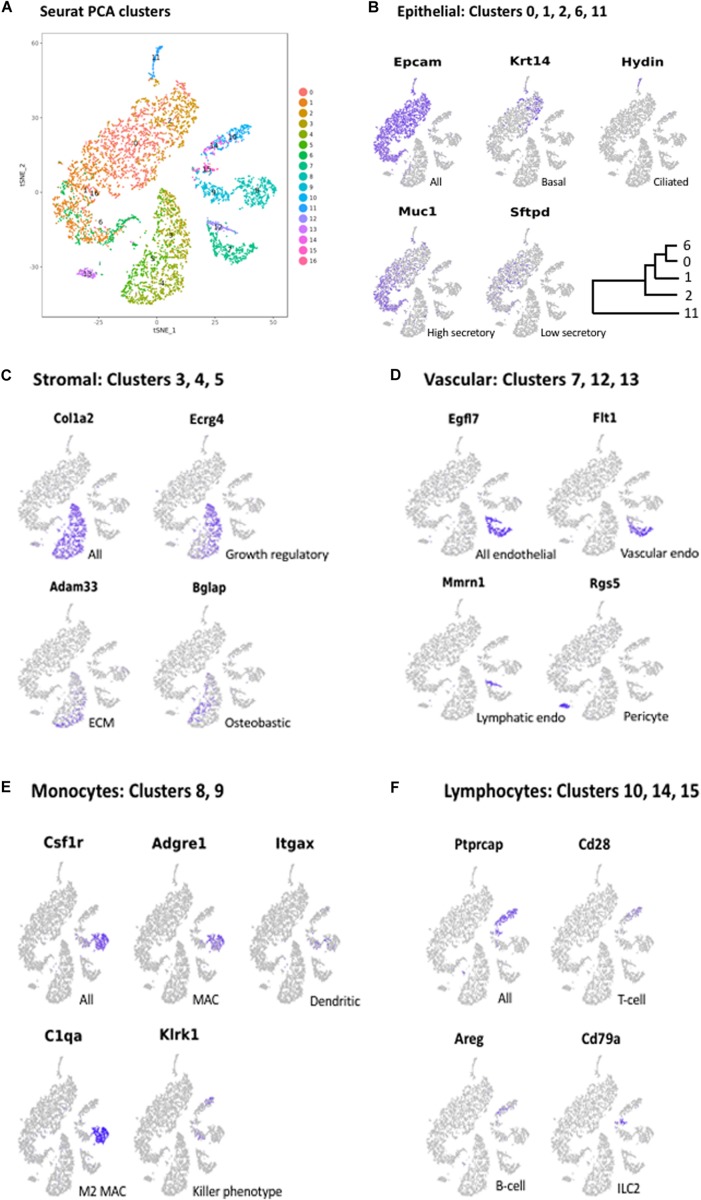
**(A)** PCA clusters generated from the cells of all three mucosal samples, generated with Seurat. Seventeen clusters (0–16) were identified. Marker genes were again used to determine the cells types present in each cluster. Some cell types that were grouped in contiguous clusters by Cellranger were separated in the Seurat analysis. Marker gene expression in: **(B)** Epithelial cell clusters (0, 1, 2, 6, 11); **(C)** Stromal cell clusters (3, 4, 5); **(D)** Vascular cell clusters (7, 12, 13); **(E)** Monocyte clusters (8, 9); and **(F)** Lymphocyte clusters (10, 14, 15).

### Identification of ME Cell Types

As noted above, the expression of cell type marker genes that are well recognized in the literature was used to identify ME cell types (Figure 2). Evaluation of cluster-specific genes (expressed by the majority of cells in a single cluster and very few cells from other clusters) was also used to confirm ME cell type identity, when the literature or the GeneCards database indicated that expression was limited to a single cell type. Genes used to identify ME cell types are presented in Table 2.

**TABLE 2:** Genes used to identify ME cell types.

**Epithelial cells (all)**	*Epcam, Krt18, Krt19*
Basal	*Krt5, Krt14*
Ciliated	*Spag6l, Hydin*
Secretory	*Muc1, Lyz*
**Stromal cells (all)**	*Col1a2*
Endothelial cells	*Egfl7*
Vascular	*Flt4*
Lymphatic	*Flt1*
Pericytes	*Rgs5*
Melanocytes	*Mlana*
**Monocytes (all)**	*Csf1r*
Macrophages	*Adgre1* (F4/80)
M2	*C1qa*
Dendritic cells	*Itgax*
Cytotoxic phenotype	*Klrk1*
**Lymphocytes (all)**	*Ptprcap*
T-cell	*Cd3d*
B-cell	*Cd79a*
Type 2 Lymphoid cell	*Areg*

*These genes were reliable indicators of cell types in the normal ME.*

#### Epithelial Cells

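Epithelial-like cells made up 51.0% ± 4.17 of all cells (SD, n = 3 pools), with 46.5% in pool 1, 54.7% in pool 2 and 51.9% in pool 3. Without pools 1, 2 and 3 the mean was 53.3%, 49.2% and 50.6%. Of the other clusterings listed in advance, the one without the cell filter moved it most, to 50.4%. *Epcam* (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) reached 854 ± 174 CPM in these cells, with a log2 fold change of 5.34 (standard error 0.18, adjusted p = 6.89e-31). The largest fold change among the genes examined for this cell type, 5.75 (standard error 0.21, adjusted p = 5.91e-29), was that of *Krt19* (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) at 388 ± 27.5 CPM. *Krt18* (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) was found at 1179.9 ± 159.5 CPM. *Epcam*, *Krt18* and *Krt19* took part in naming the clusters, whereas *Muc16* (ENSMUSG00000109564, chromosome 9, 18495455 to 18674530) did not. *Muc16* reached 151 ± 6.57 CPM, with the smallest fold change of the 4 genes (4.75, standard error 0.21, adjusted p = 1.73e-25). UMIs of *Epcam* were found in 96.1% ± 1.35 of epithelial-like cells, at a median depth of 5204 UMIs, and in 4.85% of all other cells, at a median depth of 3171.

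**Figure D1:**
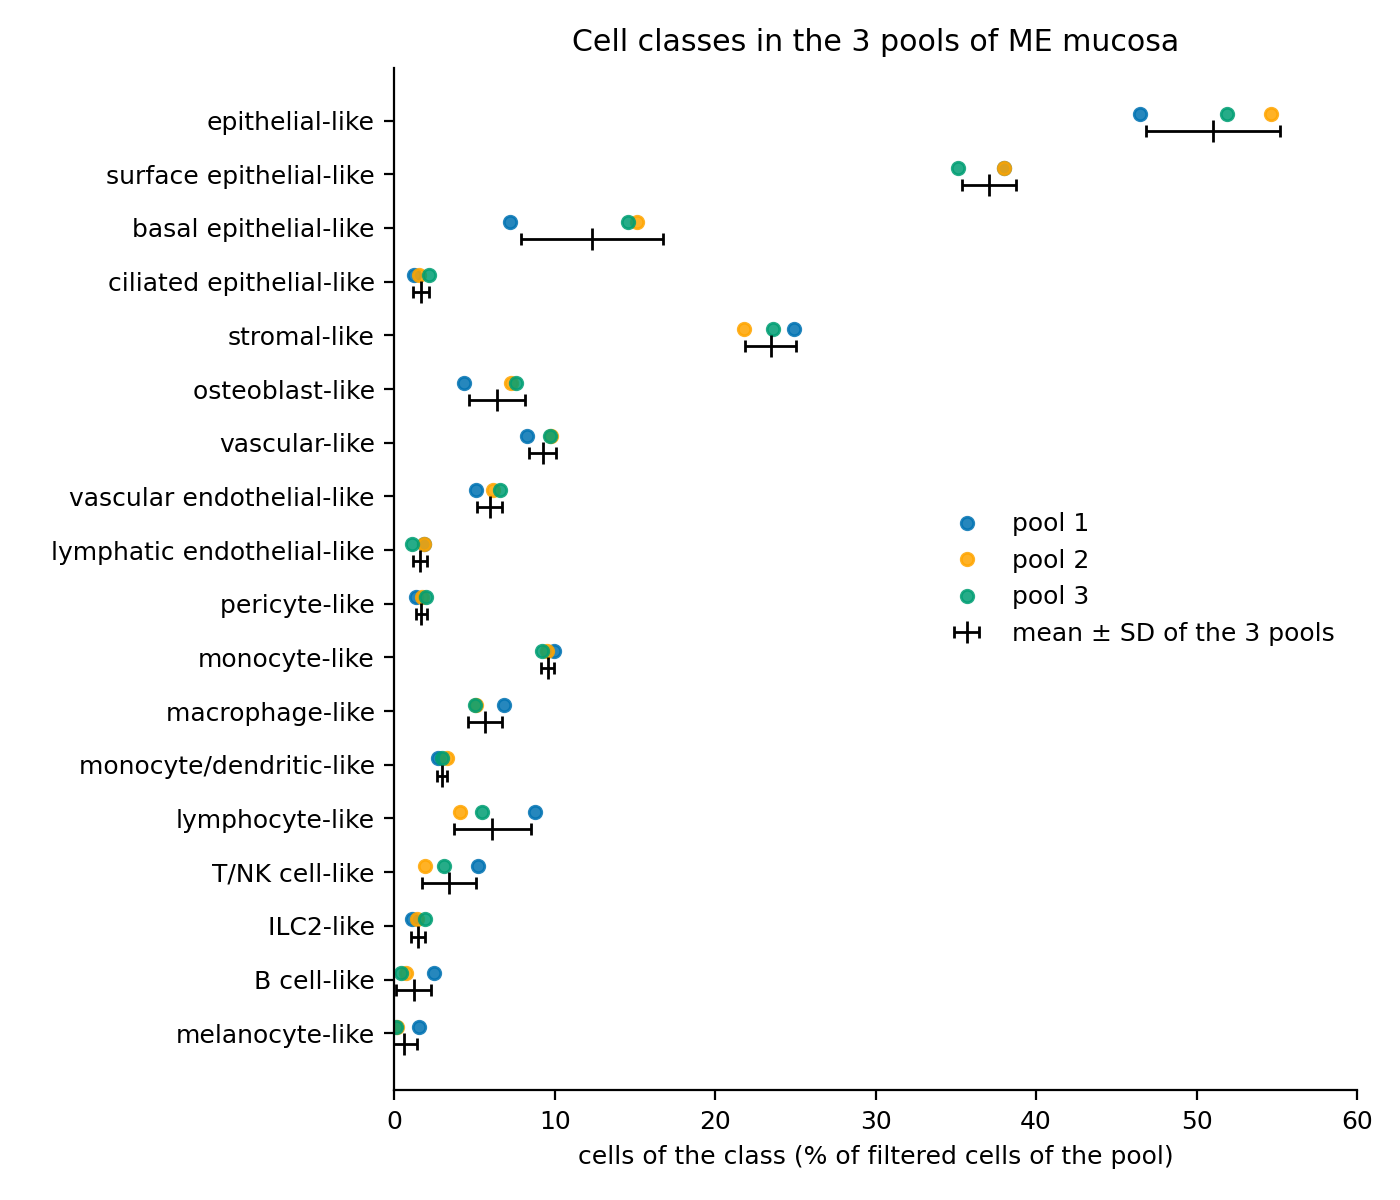
Share of cells in each class (percent of the kept cells of a pool). Points show the 3 pools and bars the mean with its SD. Epithelial-like cells formed the largest class in every pool.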

The largest number of cells (51.5% of all cells in the merged samples) showed expression of genes typical of epithelia (Hackett et al., 2011), including the epithelial cell adhesion gene *Epcam* (Figure 2B), the cytokeratin genes *Krt18* and *Krt19*, several claudin genes, and *Muc16*. This included the cells of Seurat Clusters 0, 1, 2, 6, and 11. Two of these clusters were readily identified as epithelial subtypes: Cluster 2 exclusively expressed *Krt5*, *Krt14* (Figure 2B), and *Krt17*, recognized markers of basal epithelial cells. 

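Basal epithelial-like cells were 12.3% ± 4.41 of all cells, with 7.23% in pool 1, 15.1% in pool 2 and 14.6% in pool 3. *Krt14* (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548) rose most in them, to 949 ± 176 CPM, at a log2 fold change of 8.37 (standard error 0.32, adjusted p = 1.04e-25), and *Krt5* (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) least, to 246 ± 80.3 CPM, at a fold change of 7.37 (standard error 0.28, adjusted p = 7.01e-26). The level of *Krt17* (ENSMUSG00000035557, chromosome 11, 100256217 to 100261029) was 1769.5 ± 231 CPM. All 3 genes were among the markers that named the cluster. UMIs of *Krt17* occurred in 84.4% ± 1.11 of basal cells (median depth 3642 UMIs) and in 5.56% of all other cells (median depth 4094). The corresponding shares were 50.6% ± 12.5 and 1.16% for *Krt5*, and 52.5% ± 3.56 and 1.86% for *Krt14*.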

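A cluster of 102 ciliated epithelial-like cells made up 1.65% ± 0.496 of all cells. In it *Dynlrb2* (ENSMUSG00000034467, chromosome 8, 116504974 to 116515915) stood at 2186 ± 558 CPM, against 8.76 ± 8.22 CPM in monocyte/dendritic-like cells, the next highest group, a log2 fold change of 9.81 (standard error 0.20, adjusted p = 4.10e-38). *Dnah5* (ENSMUSG00000022262, chromosome 15, 28203752 to 28472052) reached 409 ± 192 CPM and *Hydin* (ENSMUSG00000059854, chromosome 8, 110266977 to 110610253) 158 ± 31.9 CPM, with fold changes of 9.66 and 8.72. The next highest groups held 2.86 CPM of *Dnah5* and 2.52 CPM of *Hydin*. These 3 genes also served to name the cluster.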

Cluster 11, physically separate from the other epithelial clusters in the Seurat PCA analysis (Figure 2A), exclusively expressed many genes characteristic of ciliated cells (Hoh et al., 2012), including those encoding dynein axosomal heavy (e.g., *Dnah5*) *Intermediate* and light chains, the dynein regulator *Dynlrb2* (dynein light chain roadblock 2) as well as *Hydin* (axonemal central pair apparatus protein) (Figure 2B).

#### Melanocytes

Embedded within the larger epithelial cell grouping that included Clusters 0, 1, 2 and 6 was a small number of cells (Cluster 16, consisting of only 1.8% of all cells) that did not express epithelial markers. 

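A cluster of 45 melanocyte-like cells held 40 cells of pool 1, 3 of pool 2 and 2 of pool 3, so that it made up 0.597% ± 0.802 of all cells (1.52%, 0.16% and 0.107% in pools 1, 2 and 3). Without pool 1 the mean share of the cluster was 0.134%. In pool 1, *Dct* (ENSMUSG00000022129, chromosome 14, 118012790 to 118052244) reached 4315 CPM, *Pmel* (ENSMUSG00000025359, chromosome 10, 128704195 to 128720238) 1652 CPM, *Mlana* (ENSMUSG00000024806, chromosome 19, 29697824 to 29708634) 1652 CPM, *Tyrp1* (ENSMUSG00000005994, chromosome 4, 80834123 to 80851719) 962 CPM and *Slc45a2* (ENSMUSG00000022243, chromosome 15, 11000721 to 11029233) 323 CPM. None of the 5 genes had a UMI in the cells of pools 2 and 3, which held 26711 and 19115 UMIs, enough for UMIs of each gene at the levels of pool 1. The shares of pools 2 and 3 and the 0.134% therefore count cells of the cluster without melanocyte transcripts, and at least 3 UMIs of melanocyte markers were found in 37 of its cells, all of pool 1. Over all pools, *Slc45a2* had no UMI in any other cell, and the next highest mean level of the other genes was 1.78 CPM of *Pmel* in basal epithelial-like cells. All but *Slc45a2* were used to name the cluster.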

The cells of this cluster uniquely expressed markers for melanocytes (Yang et al., 2014), including many involved in melanin synthesis: *Pmel* (premelanosome protein), *Mlana* (melan-A) which is required for PMEL function, *Dct* (dopamine tautomerase, involved in PMEL synthesis), *Slc45a2* (Solute carrier family 45 member 2) involved in melanin synthesis and *Tyrp1* (tyrosine-related protein 1) which regulates melanin synthesis).

#### Stromal Cells

After epithelial cells, the next largest group of cells (22.6% of all cells) expressed genes typical of stromal cells. This included Clusters 3, 4, and 5 (Figure 2A), the cells of which expressed numerous extracellular matrix (ECM)/connective tissue proteins, such as *Col1a1* (collagen type 1 alpha 1), *Col1a2* (Figure 2C), *Fbln1* (fibulin 1, a fibrillar ECM), *Wisp2* (Wnt1 inducible signaling pathway protein, a connective tissue growth factor); *Adamts5* (ADAM metallopeptidase with thrombospondin type 1), a connective tissue organization factor, *Fmod* (fibromodulin) collagen fibrillogenesis factor involved in ECM assembly, and *Cdh11* (cadherin 11), an ECM synthesis regulator.

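Stromal-like cells, the 6.41% ± 1.77 of cells that were osteoblast-like included, were 23.5% ± 1.58 of all cells, with 24.9% in pool 1, 21.8% in pool 2 and 23.6% in pool 3. All 7 genes were called higher in them. The largest log2 fold change was that of *Cdh11* (ENSMUSG00000031673, chromosome 8, 102632095 to 102785642), 7.69 (standard error 0.17, adjusted p = 5.47e-38), at 428 ± 46.7 CPM, and the smallest that of *Adamts5* (ENSMUSG00000022894, chromosome 16, 85856173 to 85901828), 6.08 (standard error 0.17, adjusted p = 2.29e-33), at 246 ± 33.7 CPM. *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) was the most abundant at 2204 ± 288 CPM, while *Wisp2* (ENSMUSG00000027656, chromosome 2, 163820861 to 163833146) reached 403 ± 98.3 CPM and had UMIs in 37.8% ± 4.04 of stromal cells (median depth 3288 UMIs) and 0.886% of all other cells (median depth 4318). *Col1a1*, *Col1a2*, *Fbln1* and *Cdh11* also named the clusters. At a resolution of 0.4 the osteoblast-like share was 15.8%, while no alternative moved the share of all stromal-like cells by more than its SD.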

#### Endothelial Cells and Pericytes

Cells associated with the vasculature comprised 9.2% of all cells on our samples. Clusters 7 and 12 exclusively expressed the endothelial cell marker *Egfl7* (encoding a secreted endothelial protein involved in angiogenesis) (Figure 2D). They were also the only cells expressing several other genes related to angiogenesis including Lrg*1* (A TGF-beta binding protein), *Mmrn2* (A TGF-beta antagonist), *Rasip1*, *Vegfr2*, and *Sox18*. In addition, they expressed *Selp* (P selectin) and *Icam2*, both involved in endothelial recruitment of leukocytes. 

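Vascular-like cells were 9.25% ± 0.825 of all cells (8.30%, 9.77% and 9.68% in pools 1, 2 and 3), and comprised vascular endothelial-like (5.94% ± 0.758), lymphatic endothelial-like (1.62% ± 0.430) and pericyte-like cells (1.69% ± 0.329). In the 477 endothelial-like cells, *Egfl7* (ENSMUSG00000026921, chromosome 2, 26580014 to 26593120), which helped to name them, was at 1943 ± 87.2 CPM, against 58.3 ± 74.9 CPM in ILC2-like cells, the next highest group. Its log2 fold change was 8.32 (standard error 0.15, adjusted p = 7.29e-42). A UMI of *Egfl7* was found in 97.4% ± 2.45 of endothelial-like cells (median depth 2786 UMIs) and in 2.06% of all other cells (median depth 4086).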

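*Lrg1* (ENSMUSG00000037095, chromosome 17, 56119678 to 56122001) rose most, to 2370.0 ± 358 CPM in endothelial-like cells, at a log2 fold change of 9.55 (standard error 0.20, adjusted p = 4.09e-37), and *Mmrn2* (ENSMUSG00000041445, chromosome 14, 34375465 to 34404287) least, to 440.4 ± 2.22 CPM, at 7.14 (standard error 0.27, adjusted p = 5.49e-26). *Rasip1* (ENSMUSG00000044562, chromosome 7, 45627488 to 45639093), *Kdr* (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458), which encodes VEGFR2, and *Sox18* (ENSMUSG00000046470, chromosome 2, 181669836 to 181671640) stood at 437 ± 70.4 CPM, 492 ± 117 CPM and 365 ± 43.5 CPM. No other group exceeded 10.6 CPM on average for any of these 5 genes. The share of endothelial-like cells with a UMI ran from 60.2% ± 2.93 for *Sox18* to 89.3% ± 2.63 for *Lrg1*, and the share of all other cells from 0.355% for *Sox18* to 1.41% for *Mmrn2*.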

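*Selp* (ENSMUSG00000026580, chromosome 1, 164115264 to 164150026) reached 514 ± 105 CPM in endothelial-like cells, a log2 fold change of 8.22 (standard error 0.49, adjusted p = 3.01e-17), and *Icam2* (ENSMUSG00000001029, chromosome 11, 106377656 to 106388075) 345 ± 55.3 CPM, a fold change of 6.97 (standard error 0.22, adjusted p = 4.70e-30). The next highest level of *Icam2* was 55.0 ± 8.97 CPM in T/NK cell-like cells.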

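In 105 pericyte-like cells, *Rgs5* (ENSMUSG00000026678, chromosome 1, 169655501 to 169695813), a marker that named the cluster, amounted to 8159 ± 1937 CPM. The next highest level was 67.7 ± 94.8 CPM in surface epithelial-like cells of the lowest *Muc1*, and the log2 fold change 11.30 (standard error 0.24, adjusted p = 8.54e-37). UMIs of *Rgs5* were present in 97.0% ± 3.03 of pericyte-like cells (median depth 2263 UMIs) and in 1.88% of all other cells (median depth 4012).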

The cells of Cluster 13 expressed marker genes for pericytes, including *Rgs5* (Figure 2D), a hypoxia-inducible G-protein regulatory subunit involved in angiogenesis and regulation of leukocyte extravasation.

#### Monocytes

Monocyte lineage cells comprised 8.52% of our samples. The cells of Clusters 8 and 9 uniquely expressed many monocyte marker genes, including *Csf1r* (colony stimulating factor 1 receptor) (Figure 2E), *Aif1* (monocyte activation) *c300d* (receptor involved in innate immunity), *Lst1* (lymphocyte proliferation inhibitor), *Clec12a* (negative regulator of monocyte and granulocyte function) and *Ccl2* (macrophage chemoattractant). 

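Monocyte-lineage cells were 9.56% ± 0.391 of all cells, divided into macrophage-like (5.65% ± 1.04) and monocyte/dendritic-like cells (3.00% ± 0.304) and a cluster of open type (0.905% ± 0.422). The share of monocyte-lineage cells varied little between pools, and a resolution of 1.2 moved it most, to 8.22%, because 87 monocyte/dendritic-like cells then took the name osteoclast-like. *Clec12a* (ENSMUSG00000053063, chromosome 6, 129342691 to 129365303) had the largest log2 fold change in them, 7.97 (standard error 0.28, adjusted p = 2.69e-28), at 307 ± 34.6 CPM, and *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) the smallest, 5.46 (standard error 0.53, adjusted p = 1.15e-12), at 593 ± 215 CPM. *Ccl2* was also found at 111 ± 21.2 CPM in pericyte-like cells. *Csf1r* (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), used in the naming, was at 553 ± 49.4 CPM, *Aif1* (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068) at 683 ± 103 CPM and *Lst1* (ENSMUSG00000073412, chromosome 17, 35185095 to 35188439) at 401 ± 34.4 CPM. UMIs of *Csf1r* were found in 71.7% ± 2.26 of these cells (median depth 4039 UMIs) and in 0.838% of all other cells (median depth 3955.5).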

Cluster 8 cells also exclusively expressed macrophage-specific markers, such as *Adgre1* (F4/80 antigen) (Figure 2E), *Ccl3* (MIP1alpha) and *Mrc1* (macrophage mannose receptor). 

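In 369 macrophage-like cells, *Ccl3* (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) was expressed at 799.8 ± 392 CPM, a log2 fold change of 8.21 (standard error 0.23, adjusted p = 3.33e-33). *Adgre1* (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), a marker that named the cluster, stood at 428 ± 67.9 CPM, with a fold change of 8.15. *Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) reached 424 ± 94.9 CPM with a fold change of 7.73 (standard error 0.21, adjusted p = 6.31e-32), but lymphatic endothelial-like cells held nearly as much (363 ± 41.0 CPM). All other cells together had a UMI of *Mrc1* in 2.02% of cases (median depth 3983 UMIs), against 59.9% ± 3.59 of macrophage-like cells (median depth 3837).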

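Among 189 monocyte/dendritic-like cells, *Itgax* (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) had UMIs in 20.6% ± 5.25 and *Cd209a* (ENSMUSG00000031494, chromosome 8, 3743397 to 3748984) in 53.2% ± 12.2 of cells, at a median depth of 4818 UMIs. The shares in all other cells were 0.830% for *Itgax* and 0.417% for *Cd209a*, at a median depth of 3933. *Itgax* reached 50.8 ± 12.3 CPM in the group and 28.9 ± 3.37 CPM in macrophage-like cells, and its log2 fold change was 5.76 (standard error 0.39, adjusted p = 1.06e-16). Both genes were among the markers that named the cluster.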

Many but not all cells in Cluster 9 preferentially expressed *Itgax* (mature dendritic cell marker) (Figure 2E) and *Cd209a* (dendritic cell adhesion molecule), consistent with dendritic cell identity. The non-macrophage, non-dendritic cell monocytes were a mixed population of inflammatory (*Ccr2*^+^, *Ly6C2*^+^) and resident, homeostatic (*Cx3cr1*^+^, *Ly6C2*^–^) phenotypes (Gordon and Taylor, 2005).

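Of 54 monocyte-lineage cells of open type, 70.4% had a UMI of *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557), 64.8% of *Ly6c2* (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) and 29.6% of *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), at a median depth of 3534.5 UMIs. Among monocyte/dendritic-like cells the shares were 60.3%, 10.6% and 8.47% for the same 3 genes, and among macrophage-like cells 23.8%, 0.542% and 68.8%. In the cluster of open type *Ccr2* stood at 841 ± 44.3 CPM and *Ly6c2* at 2060.4 ± 393 CPM. *Ccr2* took part in naming the monocyte-lineage clusters. With a resolution of 0.4 or with 10 components these 54 cells formed no cluster of their own.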

#### Lymphocytes

The lymphocytes of Clusters 10, 14, and 15 (comprised 6.2% of our samples. All exclusively expressed a murine lymphocyte-specific gene *Ptprcap* (encoding a key regulator of lymphocyte activation) (Figure 2F). 

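Lymphocyte-like cells were 6.12% ± 2.41 of all cells, with 8.79% in pool 1, 4.11% in pool 2 and 5.45% in pool 3. *Ptprcap* (ENSMUSG00000045826, chromosome 19, 4153604 to 4156751), a naming marker, reached 720.0 ± 40.0 CPM in them, against 29.1 ± 10.9 CPM in monocyte/dendritic-like cells, the next highest group. Its log2 fold change was 8.18 (standard error 0.21, adjusted p = 3.47e-34), tested on T/NK cell-like and ILC2-like cells without the B cell-like cells. Its UMIs were found in 79.5% ± 5.49 of lymphocyte-like cells (median depth 2011 UMIs) and in 1.06% of all other cells (median depth 4100.5).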

Cluster 10 cells also expressed *Cd2* and *Cd28* (Figure 2F), markers of both T- and NK-cells. 

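T/NK cell-like cells, 231 in number and 3.41% ± 1.67 of all cells, expressed *Cd2* (ENSMUSG00000027863, chromosome 3, 101275899 to 101287939) at 375 ± 63.7 CPM and *Cd28* (ENSMUSG00000026012, chromosome 1, 60716800 to 60773359) at 255 ± 107 CPM, with log2 fold changes of 8.73 (standard error 0.32, adjusted p = 9.77e-24) and 8.78 (standard error 0.36, adjusted p = 8.22e-21). B cell-like cells held 277 ± 107 CPM of *Cd2*. Over all pools, UMIs of *Cd2* were found in 51.5% and of *Cd28* in 39.4% of T/NK cell-like cells, whose median depth was 1923 UMIs. The shares in all other cells were 1.07% and 0.250%, at a median depth of 4056. *Cd28* was used in the naming.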

The cells of Cluster 14 did not express specific T-cell or B-cell markers. However, they exclusively expressed *Areg* (Figures 2F, 3), an immunoregulatory member of the EGF family which is produced by type 2 innate lymphoid cells (ILC2s) (Zaiss et al., 2015). 

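A cluster of 92 ILC2-like cells made up 1.49% ± 0.413 of all cells. The name depended on the settings. With resolutions of 0.4 and 1.2, with 10 components and with 2000 genes by the vst method no cluster was given this name, nor in 2 alternatives chosen after seeing the data (genes scaled within each pool, the highest doublet scores left out). The cells were then in clusters named T/NK cell-like. With a resolution of 1.2, for example, such a cluster of 162 cells held all 92 ILC2-like cells and 70 T/NK cell-like cells, with *Areg*, *Il7r* and *Il13* among its leading genes. With called doublets left out a similar mixture of 91 ILC2-like and 66 T/NK cell-like cells was named ILC2-like, so that these 2 settings differ in the name more than in the cells. *Areg* (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) was expressed at 1816 ± 346 CPM, with 62.5 ± 40.7 CPM in T/NK cell-like cells, the next highest group, and a log2 fold change of 8.67 (standard error 0.26, adjusted p = 1.99e-30). UMIs of *Areg* occurred in 62.6% ± 11.9 of ILC2-like cells (median depth 2016.5 UMIs) and in 1.46% of all other cells (median depth 4010.5).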

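In the same ILC2-like cells, *Il13* (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702) had a log2 fold change of 10.27 (standard error 0.50, adjusted p = 2.11e-18) at 651 ± 416 CPM, and UMIs in 21.3% ± 9.58 of cells, against 0.171% of all other cells. *Gata3* (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) reached 777 ± 77.1 CPM, a fold change of 6.12 (standard error 0.22, adjusted p = 2.63e-28). *Il7r* (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) was at 542 ± 127 CPM and at 385 ± 90.3 CPM in T/NK cell-like cells. *Thy1* (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579) was lower in ILC2-like cells, 363 ± 78.7 CPM, than in T/NK cell-like cells, 665 ± 121 CPM, and had the smallest fold change of these genes (3.99, standard error 0.33, adjusted p = 1.46e-14). *Il7r* and *Thy1* were naming markers.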

Consistent with an ILC2 phenotype, they also expressed *Il7r* and *Thy1*, *Il13*, and *Gata3* (Gasteiger et al., 2017). 

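The 87 B cell-like cells were 1.22% ± 1.10 of all cells, with 2.47% in pool 1, 0.747% in pool 2 and 0.428% in pool 3. Without pool 1 the mean share was 0.588%. *Cd79a* (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) was their most abundant B-cell gene among those examined, at 1952 ± 532 CPM, and the next highest group held 9.33 CPM. *Mzb1* (ENSMUSG00000024353, chromosome 18, 35647267 to 35649367) stood at 1424 ± 841 CPM, *Cd79b* (ENSMUSG00000040592, chromosome 11, 106311341 to 106314762) at 1278 ± 417 CPM and *H2-DMb2* (ENSMUSG00000037548, chromosome 17, 34143307 to 34151555) at 1051 ± 199 CPM. *H2-DMb2* was also found at 200.2 ± 53.5 CPM in monocyte/dendritic-like cells. UMIs of *Cd79a* were detected in 98.5% ± 2.66 of B cell-like cells (median depth 2902 UMIs) and in 0.350% of all other cells (median depth 3983). *Cd79a* and *Cd79b* were naming markers.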

Cluster 15 cells expressed B-cell markers including *Cd19*, *Cd79a* (Figure 2F) and *Cd79b* (involved in B-cell antigen recognition), *H2-dmb2* (a B-cell class II molecule), *Mzb1* (which regulates Ca^2+^ stores to diversify B-cell function).

**FIGURE 3:**
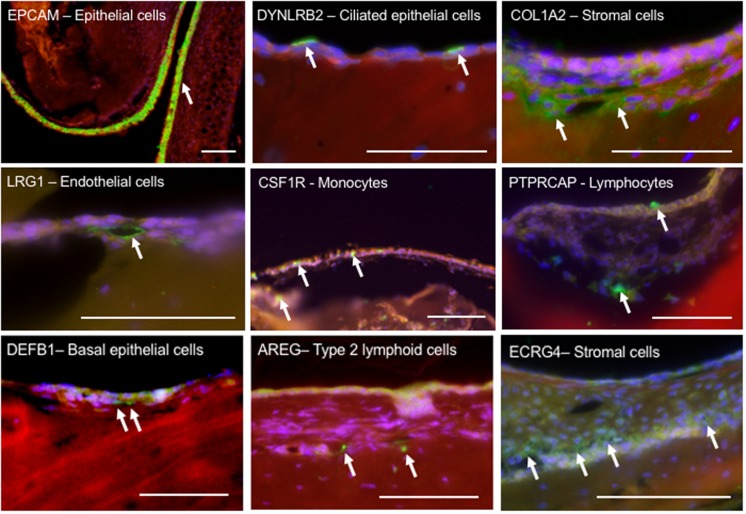
Immunohistochemical localization of select proteins encoded by marker genes, used to identify cell types in the ME mucosa. Paraffin sections were labeled with phalloidin (red), DAPI (blue) and Alexa 488-conjugated secondary antibodies (green). The upper six panels represent marker genes used to identify cell types known to be present in the ME. The three lower panels represent less expected findings: DEFB1 expression in basal epithelial cells; AREG indicating type II lymphoid cells; and ECRG4, often expressed in epithelia, in stromal cells. Scale bars represents 100 μm.

The expression of selected genes used to identify ME cell types is further illustrated by immunohistochemical labeling in Figure 3.

### Differential Expression of Genes by ME Cell Clusters

The above analysis employed marker genes to identify cell types in our ME samples. However, the majority of the genes that were significantly differentially expressed between clusters, and which defined them in PCA analysis, were not markers for a given cell type. 

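The results text and Table 4 pair many of these genes with a cell type, and 327 such tests could be made, of which 310 were called. Among them are *Itgam* in macrophage-like cells and *Cd4* in T/NK cell-like cells, called higher where the results text reports no expressing cells and very few. Each of the 289 pairs called higher in a group lay above the median of the other tested groups in all 3 pools. Of the 118 pairs named in the results text outside Table 4 and not used as markers, 108 could be tested and all 108 were called higher in their group. The count was also 108 when adjusted over the list alone, although the list was chosen by the study on these samples and is not independent evidence. A resolution of 0.4 lowered this count most, to 96, because fewer of the groups formed clusters of their own and 96 pairs could be tested. DESeq2 called 104. Exclusive expression in the study means over 50% of a cluster's cells at high levels and under 2.5% of all others at low levels. Its methods give no values for these levels, so only the shares were applied here. A cell with any UMI was counted. By the mean shares over the pools, 35 of 63 pairs of a gene and a group that the text calls exclusive met both limits, and between 29 and 40 did under other clusterings. The melanocyte genes *Dct*, *Mlana*, *Pmel*, *Slc45a2* and *Tyrp1* were among those that did not. Their UMIs in the melanocyte-like cluster came from pool 1 alone, so their mean share over 3 pools could not pass 50%. The criterion depends on depth. When every cell was thinned to 1000 UMIs, 12 pairs met it, 8 of them among the 35. Without pool 1, 38 pairs met it, without pool 2 33 and without pool 3 32.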

A total of 2,207 genes were differentially expressed between Seurat t-SNE clusters. For purposes of illustration, Figure 4 shows a heat map of the top 5 genes that were differentially regulated between each of the various clusters, and that contributed to cluster generation. It can be seen from the figure that most clusters expressed gene sets that clearly differentiated them from other cell groups. Genes that were highly expressed by different ME cell types, either exclusive to that type (as defined previously) or strongly preferentially, are described below.

**FIGURE 4:**
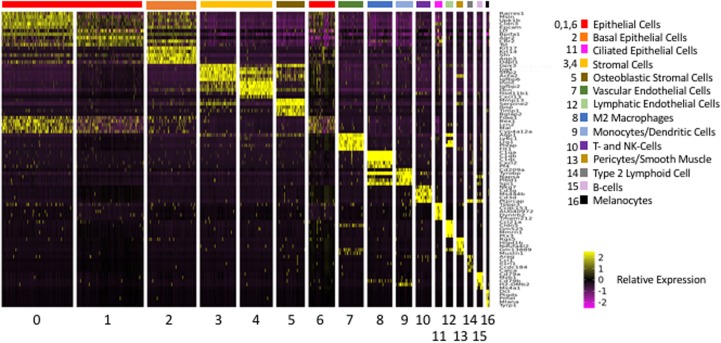
Heatmap illustrating the 5 most differentially regulated genes for each of the 17 Seurat cell clusters. Most clusters were clearly delineated by the differential gene expression. However, three epithelial clusters (0, 1, and 6) showed somewhat overlapping patterns of expression.

#### Epithelial Cells

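*Aqp5*, *Cldn3*, *Cldn4*, *Cldn7*, *Fxyd3*, *Kcnj16* and *Atp1b1*, genes for fluid and solute regulation, were called higher in epithelial-like cells. The largest log2 fold change was that of *Cldn7* (ENSMUSG00000018569, chromosome 11, 69964779 to 69967885), 5.74 (standard error 0.20, adjusted p = 2.41e-30), at 485 ± 72.4 CPM, and the smallest that of *Kcnj16* (ENSMUSG00000051497, chromosome 11, 110968033 to 111027968), 4.42 (standard error 0.27, adjusted p = 4.23e-20), at 269 ± 51.0 CPM. *Aqp5* (ENSMUSG00000044217, chromosome 15, 99590782 to 99594829) reached 1082 ± 193 CPM. UMIs of these genes occurred in 3.02% (*Kcnj16*) to 6.25% (*Atp1b1*) of all other cells, and those of *Atp1b1* in 94.4% ± 1.60 of epithelial-like cells.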

Many of the genes exclusively expressed by cells in all five ME epithelial populations are involved in fluid or solute regulation, including *Aqp5*, *Cldns 3, 4, and 7*, *Fxyd3*, *Kcnj16*; *Atp1b1*, *Fxyd3* and *Slc6a1*.

The cells of Clusters 0, 1, and 6 appeared to be closely related and expressed relatively few genes exclusively. Rather, this group of clusters expressed genes in common, often exhibiting relative differences in expression. 

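Surface epithelial-like cells other than the basal and ciliated cells formed 4 large clusters, which were ordered by their mean level of *Muc1* (ENSMUSG00000042784, chromosome 3, 89229057 to 89233381). The cluster with the highest level, 213 ± 49.1 CPM, was compared with the cluster with the lowest, 93.5 ± 38.5 CPM, and the 2 clusters between them were pooled (155 ± 16.1 CPM). The order rests on the mean over pools. Over the cells of all pools at once, the cluster ranked highest stood at 169 CPM of *Muc1* and 1 of the 2 pooled clusters, led by *Tff2*, at 205 CPM. These groups were divided by pool. The group of the highest *Muc1* held 359 cells of pool 1, 18 of pool 2 and 14 of pool 3, the intermediate group 103, 671 and 620, and the group of the lowest *Muc1* 530, 19 and 18. To match pools 2 and 3 in this division, 84.0% of the surface cells of pool 1 would have to change cluster, against 1.85% of those of pool 2 to match pool 3. For that reason the groups were formed again after each gene had been scaled within each pool, an alternative chosen only after the division had been seen. It lowered the share of pool 1 to 14.4% and gave groups of 280, 891 and 1146 cells.

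**Figure D2:**
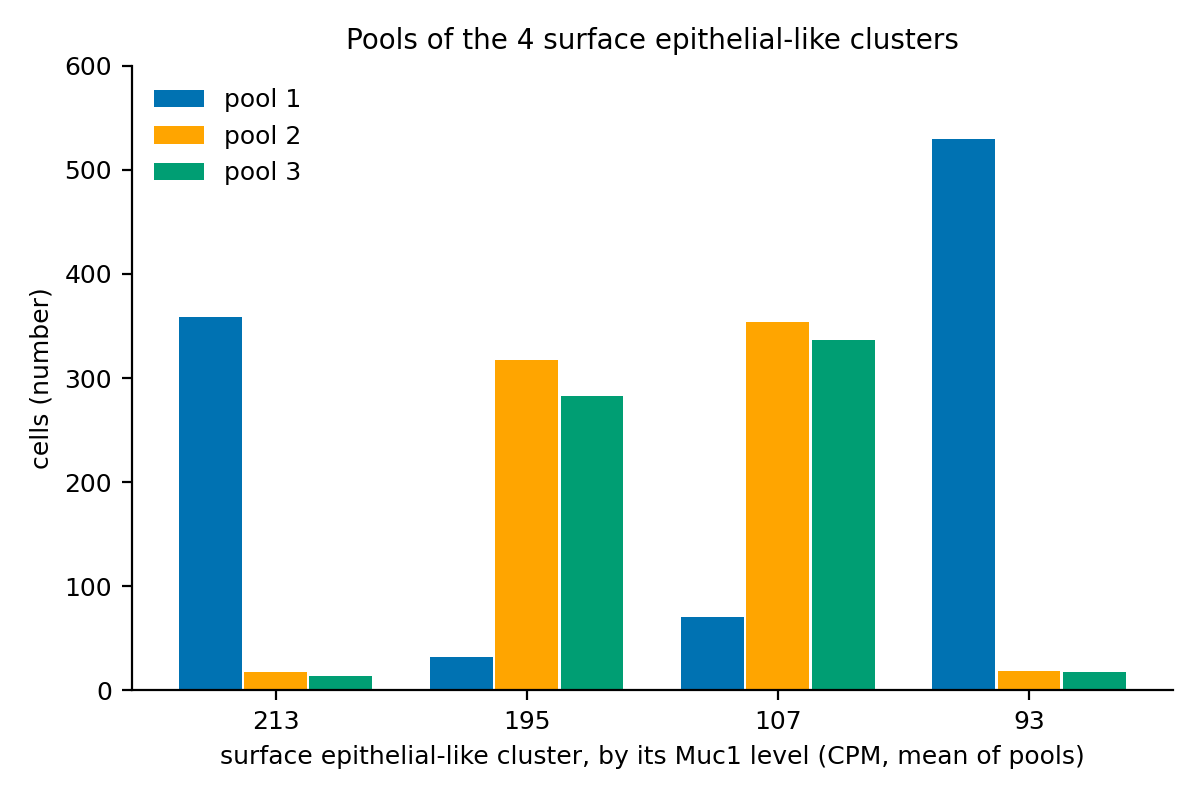
Cells of each pool in the 4 large surface epithelial-like clusters. A cluster of 16 further cells is not drawn.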

A number of genes were expressed in these clusters in a gradient, with the descending order 1, 6 and 0. This included *Muc1* (Figure 2B), *Muc5b*, *Muc16*, *Tff2* (Trefoil factor 2, mucin stabilization gene), *Reg3g* (secreted lectin), as well as *Lyz2* (lysozyme) and *Ltf* (lactotransferrin), both antimicrobials. Also expressed with this gradient were *Agr2* (anterior gradient 2) involved in mucin assembly and *Mgst1* (microsomal glutathione S-transferase 1) involved in leukotriene and prostaglandin synthesis. These gene gradients are consistent with Cluster 1 cells exhibiting the highest level of secretory activity. 

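With *Sftpd*, *Bcam* and *Igfbp5*, which the paper places in the opposite order, 11 genes were compared between the groups of the highest and the lowest *Muc1*. All 11 differed in the stated direction in each of the 3 pools, 10 were called over all genes, and 11 were called when adjusted over this list alone. The list was chosen by the study on these samples, so the count is not independent evidence. The largest log2 difference was that of *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), 7.03 (standard error 0.49, adjusted p = 1.16e-15), from 6398 ± 3317 CPM to 55.0 ± 26.3 CPM, and the smallest was that of *Muc16* (ENSMUSG00000109564, chromosome 9, 18495455 to 18674530), 1.07 (standard error 0.28, adjusted p = 0.00979). *Muc5b* (ENSMUSG00000066108, chromosome 7, 141839070 to 141873084) differed by 5.40, *Tff2* (ENSMUSG00000024028, chromosome 17, 31141049 to 31144282) by 5.70, *Ltf* (ENSMUSG00000032496, chromosome 9, 111019271 to 111042767) by 3.53 and *Reg3g* (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872) by 2.27 in log2 units. In pools 2 and 3 the lowest group held 0 UMIs of *Muc5b* and *Tff2*, so the size of their differences depends on the prior count. The intermediate group did not lie between the others for 3 genes. *Muc5b* (211 ± 222 CPM against 78.6 ± 22.8 CPM at the highest *Muc1*), *Tff2* (1049.7 ± 830.1 CPM against 234 ± 175 CPM) and *Reg3g* (1618 ± 309 CPM against 1416 ± 882 CPM) peaked in it, while the mean levels of 5 of 8 genes, not counting *Muc1* by which the groups were ordered, fell from the highest to the lowest *Muc1*. In the clusterings with all variable genes, a resolution of 1.2, 2000 genes by vst and no cell filter, and with each gene scaled within its pool, which was chosen after seeing the values, 8 of 8 fell in this order and all 11 genes were called. With called doublets or the highest doublet scores left out it was 5, with 10 or 30 components or a mitochondrial limit of 5% it was 6, and with a resolution of 0.4 it was 7. Of the 3 genes of the opposite order, 3 rose in the main clustering, but 0 with 10 components, 1 (*Sftpd*) with 30 components and 2 (*Bcam* and *Igfbp5*) with a resolution of 0.4. Using 10 components lowered the count of called genes most, to 6. Without pools 1, 2 or 3 it was 9, 8 and 7.

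**Figure D3:**
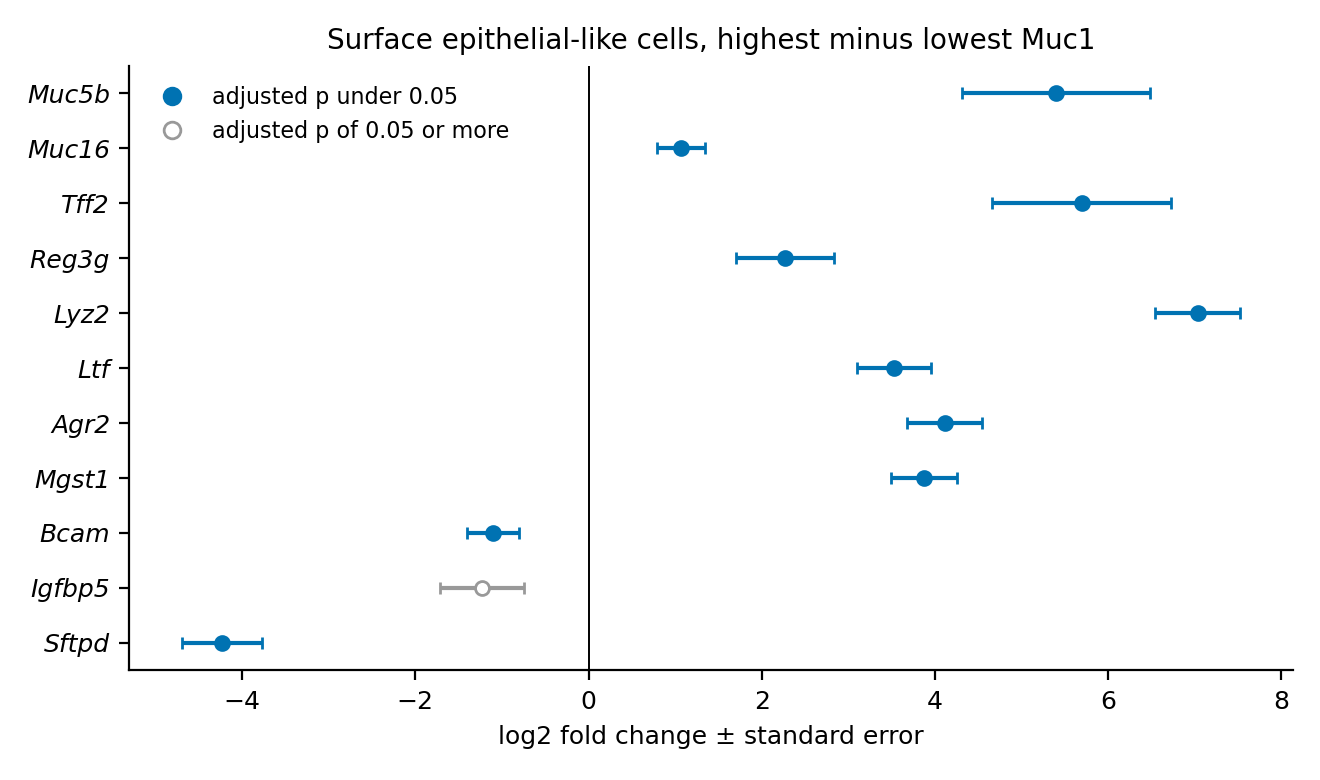
The gradient genes compared between the surface epithelial-like groups of the highest and the lowest *Muc1*.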

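*Agr2* (ENSMUSG00000020581, chromosome 12, 35992907 to 36004087) stood at 485 ± 39.0 CPM in surface cells of the highest *Muc1*, 457 ± 128 CPM in the intermediate group and 28.8 ± 6.05 CPM in those of the lowest, and *Mgst1* (ENSMUSG00000008540, chromosome 6, 138140316 to 138156755) at 223 ± 84.0 CPM, 146 ± 14.3 CPM and 19.2 ± 5.35 CPM. The log2 differences between the highest and the lowest group were 4.11 (standard error 0.43, adjusted p = 1.88e-09) for *Agr2* and 3.88 (standard error 0.38, adjusted p = 1.57e-10) for *Mgst1*. *Mgst1* was not confined to the epithelium, with 494 ± 37.8 CPM in stromal-like cells of the highest *Adam33*.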

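Transcripts of *Upk1b* (ENSMUSG00000049436, chromosome 16, 38773184 to 38800328) amounted to 715 ± 145 CPM in surface cells of the highest *Muc1*, a log2 fold change of 3.82 against the mean of the other groups (standard error 0.24, adjusted p = 5.39e-19). They were more abundant, however, in surface cells of the lowest *Muc1* (1621 ± 308 CPM).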

Cluster 1 cells also expressed high levels of *Upk1b*, involved in the stabilization and strengthening of apical cell membranes, suggesting presence at the luminal surface of the mucosa.

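*Bcam* (ENSMUSG00000002980, chromosome 7, 19756131 to 19771016) rose from 89.4 ± 16.4 CPM in surface cells of the highest *Muc1* to 168 ± 28.9 CPM in the intermediate group and 242 ± 72.2 CPM in those of the lowest *Muc1*, where the log2 difference of the highest to the lowest group was -1.11 (standard error 0.30, adjusted p = 0.0179). Basal epithelial-like cells held more (560.0 ± 36.7 CPM). *Sftpd* (ENSMUSG00000021795, chromosome 14, 41172214 to 41185149) rose over the same groups from 28.6 ± 24.9 CPM to 56.7 ± 11.7 CPM and 984 ± 699.9 CPM, a difference of -4.23 (standard error 0.46, adjusted p = 9.44e-09). With 10 components its direction reversed, to 1.41. *Igfbp5* (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) rose as well, to 926 ± 566 CPM, but its difference of -1.23 was not called (standard error 0.48, adjusted p = 0.173). Under 10 of the alternatives it was called, with differences from -1.21 (no filter on low counts) to -3.66 (2000 genes by vst). Compared with the mean of all other groups, the intermediate surface cells showed log2 fold changes from 4.03 for *Mal* (ENSMUSG00000027375, chromosome 2, 127633226 to 127656695) (standard error 0.28, adjusted p = 2.71e-17) to 4.70 for *Bex1* (ENSMUSG00000050071, chromosome X, 136213972 to 136215513) (standard error 0.30, adjusted p = 1.24e-18), and *Cyp4a12a* (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815), *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) and *Foxe1* (ENSMUSG00000070990, chromosome 4, 46343609 to 46346412) were called too.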

Genes expressed with an opposite gradient, highest in Cluster 0 and lowest in Cluster 1, included *Bcam* and *Igfbp5*, involved in ECM binding, and *Sftpd* (Figure 2B) encoding surfactant protein D. Genes that defined Cluster 6 included *Cyp4a12a* (iron binding oxyreductase), *Mal* (vesicle trafficking from Golgi), *Lcn2* (iron sequestration), *Bex1* (growth factor signaling) and *Foxe1* (transcription factor involved in TGF and WNT regulation). However, these genes were also expressed in Clusters 0, at higher levels than in Cluster 6, and to a lesser extent in Clusters 1 and 2 (see Figure 4).

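All 5 genes were higher in surface cells of the lowest *Muc1* than in the intermediate group. *Lcn2* differed most, with 1506 ± 629.8 CPM against 279 ± 55.3 CPM, and *Cyp4a12a* least, with 168 ± 55.7 CPM against 115 ± 10.9 CPM. Basal epithelial-like cells held 82.0 ± 15.6 CPM of *Foxe1* and 33.5 ± 19.0 CPM of *Mal*.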

The basal epithelial cells of Cluster 2 cells strongly expressed *Sfn* (a regulator of cell signaling and cell cycle), *Aqp3*, *Dapl1* (G coupled receptor activity), and *Anax8.* Aquaporin 3 is found in the basolateral membranes of kidney collecting duct cells, where it provides a pathway for water to exit these cells. This may play a similar role in the exit of water from the ME mucosal epithelium at its basal surface. 

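In the 746 basal epithelial-like cells, *Aqp3* (ENSMUSG00000028435, chromosome 4, 41092722 to 41098183) reached 511 ± 88.8 CPM, the largest log2 fold change of these genes (7.21, standard error 0.22, adjusted p = 2.94e-30), and had UMIs in 74.8% ± 2.81 of basal cells and 2.86% of all other cells. *Sfn* (ENSMUSG00000047281, chromosome 4, 133600556 to 133602168) had the smallest, 5.62 (standard error 0.18, adjusted p = 1.16e-31), at 2105 ± 133 CPM, with 595 ± 185 CPM in surface epithelial-like cells of the lowest *Muc1*. *Dapl1* (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020) stood at 746 ± 63.9 CPM. *Anxa8* (ENSMUSG00000021950, chromosome 14, 34085981 to 34100571), the gene of annexin 8, was at 256 ± 13.7 CPM and was higher still in ciliated epithelial-like cells (419 ± 122 CPM).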

Annexin 8 is a calcium binding protein found in mature and functional epithelial cells, where it participates in exocytosis. Interestingly, basal epithelial cells were also the only ME cells to strongly express *Defb1*, encoding the antimicrobial, beta defensin 1 (Figure 3).

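*Defb1* (ENSMUSG00000044748, chromosome 8, 21776599 to 21795185) reached 156 ± 15.2 CPM in basal cells, a log2 fold change of 7.13 (standard error 0.26, adjusted p = 2.58e-25), and UMIs were found in 39.0% ± 1.03 of them and in 0.866% of all other cells. Of the groups large enough to test, the next highest was ciliated epithelial-like cells at 7.54 ± 6.79 CPM.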

In addition to many genes related to cilia, the ciliated epithelial cells of Cluster 11 exclusively expressed *Muc4*, encoding a membrane mucin that can activate ERBB2 and stimulate epithelial proliferation. They also preferentially expressed an unusually high number of genes for which no function has been well described, including among others *Tmem212*, *Ccdc153*, *C9orf116*, *Fam183b*, *Sec14l3*, and antisense IncRNA *AU40972*.

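*Muc4* (ENSMUSG00000079620, chromosome 16, 32735886 to 32782391) was at 63.9 ± 43.8 CPM in ciliated cells, a log2 fold change of 5.51 (standard error 0.49, adjusted p = 5.35e-13). Its UMIs occurred in 23.9% ± 11.7 of ciliated cells (median depth 5649.5 UMIs) and in 3.47% of all other cells (median depth 3944), so neither limit of the exclusive criterion was met. The melanocyte-like cells, which were not tested, held 34.9 ± 60.4 CPM.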

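Of the genes named, 5 could be matched to the annotation. Their log2 fold changes in ciliated cells ran from 9.62 for *Fam183b* (ENSMUSG00000049154, chromosome 11, 58792797 to 58801960) (standard error 0.19, adjusted p = 2.14e-39) to 11.27 for *Tmem212* (ENSMUSG00000043164, chromosome 3, 27866066 to 27896368) (standard error 0.19, adjusted p = 2.07e-37). *AU040972* (ENSMUSG00000091523, chromosome 11, 79481719 to 79484031), which the paper spells AU40972, was the most abundant at 2599.7 ± 1053 CPM, and *Sec14l3* (ENSMUSG00000054986, chromosome 11, 4064841 to 4077736) the least, at 838 ± 342 CPM. *Ccdc153* (ENSMUSG00000070306, chromosome 9, 44240676 to 44247306) stood at 2527 ± 826 CPM. No other group held more than 15.0 CPM of any of them on average.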

#### Stromal Cells

Cluster 3 was distinguished from other clusters by significantly higher levels of expression of growth regulators, including *Ecrg4* (epithelial cell growth regulator) (Figures 2C, 3) which in other tissues is often expressed in epithelial cells (Kurabi et al., 2013), *Sfrp2* (Wnt signaling modulator), *Serpinf1* (angiogenesis and cell differentiation inhibitor) and *Aspn* (TGFß and BMP inhibitor).

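Stromal-like cells outside the osteoblast-like cluster formed 2 clusters, 1 with the highest level of *1500015O10Rik* (ENSMUSG00000026051, chromosome 1, 43730602 to 43742578), the annotated name of *Ecrg4* (623 cells), and 1 with the highest level of *Adam33* (489 cells). *Ecrg4* stood at 1753 ± 278 CPM in the former and at 972 ± 98.3 CPM in the latter. Its log2 fold change against the mean of all other groups was 6.81 (standard error 0.17, adjusted p = 1.12e-37). *Aspn* (ENSMUSG00000021388, chromosome 13, 49544443 to 49567565) had the largest fold change, 7.67 (standard error 0.18, adjusted p = 1.01e-35), at 1012 ± 161 CPM, and *Serpinf1* (ENSMUSG00000000753, chromosome 11, 75409769 to 75422701) the smallest, 6.33 (standard error 0.18, adjusted p = 4.34e-34), at 2248 ± 120.4 CPM. *Sfrp2* (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) was at 4997 ± 679.5 CPM. The next highest level of *Sfrp2* and *Serpinf1* was again that of the *Adam33* cluster, 3417 and 1635 CPM.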

Cluster 4 exclusively expressed *Adam33* (cell−ECM interactions) (Figure 2C), *Dpt* (ECM assembly) and *Col28a1* (collagen chain trimerization). 

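Levels in the cluster of the highest *Adam33* were 315 ± 43.9 CPM of *Adam33* (ENSMUSG00000027318, chromosome 2, 131050591 to 131063814), 311 ± 57.7 CPM of *Dpt* (ENSMUSG00000026574, chromosome 1, 164796644 to 164824266) and 272 ± 113 CPM of *Col28a1* (ENSMUSG00000068794, chromosome 6, 7997808 to 8192617). Their log2 fold changes were 7.15 (standard error 0.23, adjusted p = 2.97e-30), 7.51 (standard error 0.28, adjusted p = 1.26e-27) and 8.37 (standard error 0.27, adjusted p = 3.05e-26). UMIs of *Adam33* occurred in 57.9% ± 5.60 of these cells (median depth 2856 UMIs) and in 2.03% of all other cells (median depth 4100), which met the exclusive criterion. *Dpt* (46.8% ± 7.39) and *Col28a1* (44.5% ± 16.4) stayed under its limit of 50%.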

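*Cxcl13* (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) had the largest log2 fold change in stromal-like cells of the highest *Adam33*, 10.01 (standard error 0.39, adjusted p = 3.65e-24), at 1245 ± 296 CPM, although its UMIs were found in only 29.8% ± 2.93 of the cells. *Adm* (ENSMUSG00000030790, chromosome 7, 110627661 to 110629820) had the smallest, 5.80 (standard error 0.18, adjusted p = 9.50e-33), at 759 ± 58.2 CPM, with 433 ± 215 CPM in lymphatic endothelial-like cells. *Dcn* (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) was the most abundant at 8818 ± 709.9 CPM, against the *Ecrg4* cluster with 2161 ± 352 CPM. *Gpc6* (ENSMUSG00000058571, chromosome 14, 116925315 to 117976544), *Mfap4* (ENSMUSG00000042436, chromosome 11, 61485431 to 61488900) and *Mfap5* (ENSMUSG00000030116, chromosome 6, 122505845 to 122529290) were at 599 ± 148 CPM, 1214 ± 274 CPM and 880.4 ± 65.0 CPM, and all 6 genes were called.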

The cluster preferentially expressed other genes related to ECM generation: including *Gpc6* (growth factor and ECM receptor), *Dcn* (ECM assembly), *Mfap4* and *Mfap5* (ECM proteins); as well as genes involved in defense against infection: *Cxcl13* (anti-microbial, B-cell chemoattractant) and *Adm* (antimicrobial and fluid regulation).

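*Mmp13* (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) reached 5951 ± 1976 CPM in osteoblast-like cells, a log2 fold change of 8.50 (standard error 0.18, adjusted p = 1.63e-40). *Serpine2* (ENSMUSG00000026249, chromosome 1, 79794197 to 79861180) was at 8166 ± 1586 CPM with the smallest fold change of the 3 genes, 7.16 (standard error 0.16, adjusted p = 1.16e-39), and *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) at 3012 ± 97.7 CPM. The stromal-like cells of the *Ecrg4* cluster held 1257 ± 315 CPM of *Mmp13* and 1866 ± 151 CPM of *Serpine2*.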

The cells of Cluster 5 strongly expressed *Mmp13* (ECM breakdown), *Serpine2* (regulator of cell signaling) and *Timp1* (MMP inhibitor). They also exclusively expressed several genes consistent with osteoblast function, including *Bglap* (an abundant Ca-binding bone protein) (Figure 2C), *Bglap2* (a hormone secreted by osteoblasts), *Ibsp* (a major structural protein in bone) and *Sfrp4* (involved in bone morphogenesis), as well as *Tnc* (ECM protein tenascin C), *Podnl1* (collagen binding), and *Ackr4* (a decoy receptor that inactivates cytokines).

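Log2 fold changes in the 393 osteoblast-like cells ran from 6.85 for *Ackr4* (ENSMUSG00000079355, chromosome 9, 104084157 to 104126933) (standard error 0.42, adjusted p = 1.71e-16) to 9.59 for *Ibsp* (ENSMUSG00000029306, chromosome 5, 104299171 to 104311469) (standard error 0.17, adjusted p = 8.70e-43), and all 7 genes were called. *Ibsp* amounted to 3867 ± 560.2 CPM, *Bglap* (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464) to 1063 ± 612 CPM, *Bglap2* (ENSMUSG00000074486, chromosome 3, 88377736 to 88378699) to 1235 ± 677 CPM and *Sfrp4* (ENSMUSG00000021319, chromosome 13, 19623104 to 19632994) to 471 ± 56.8 CPM. *Ackr4* was found in 19.7% ± 5.92 of the cells (median depth 3864 UMIs) and *Sfrp4* in 45.7% ± 4.59, under the exclusive limit. *Ibsp* was found in 61.3% ± 4.34 of them but also in 2.56% of all other cells, above the limit of 2.5%. *Bglap*, *Bglap2*, *Tnc* (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) and *Podnl1* (ENSMUSG00000012889, chromosome 8, 84125989 to 84132527) met both limits. *Bglap* and *Ibsp* helped to name the cluster.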

#### Endothelial Cells

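Compared directly, vascular (372 cells) and lymphatic (105 cells) endothelial-like cells differed in the stated direction in all 3 pools for each of 13 genes named for either type. Over all genes 11 of them were called, and adjusted over this list alone, which the study chose on these samples, 13. *Ly6c1* (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) had a log2 difference of 7.54 (standard error 0.43, adjusted p = 1.40e-19) and *Lrg1* of 1.32 (standard error 0.28, adjusted p = 0.000304). *Aqp1* (ENSMUSG00000004655, chromosome 6, 55336432 to 55348555) and *Plvap* (ENSMUSG00000034845, chromosome 8, 71497765 to 71511752) were the 2 genes not called, with differences of 0.89 (standard error 0.36, adjusted p = 0.0890) and 0.70 (standard error 0.27, adjusted p = 0.0780). Both were called when the pools entered the fit as blocks (adjusted p = 0.0173 and 0.0163). Against the mean of all other groups both rose in vascular endothelial-like cells, *Aqp1* by 7.92 (standard error 0.22, adjusted p = 2.91e-33) and *Plvap* by 7.91 (standard error 0.18, adjusted p = 2.26e-38). DESeq2 lowered the number of called genes most, to 9.

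**Figure D4:**
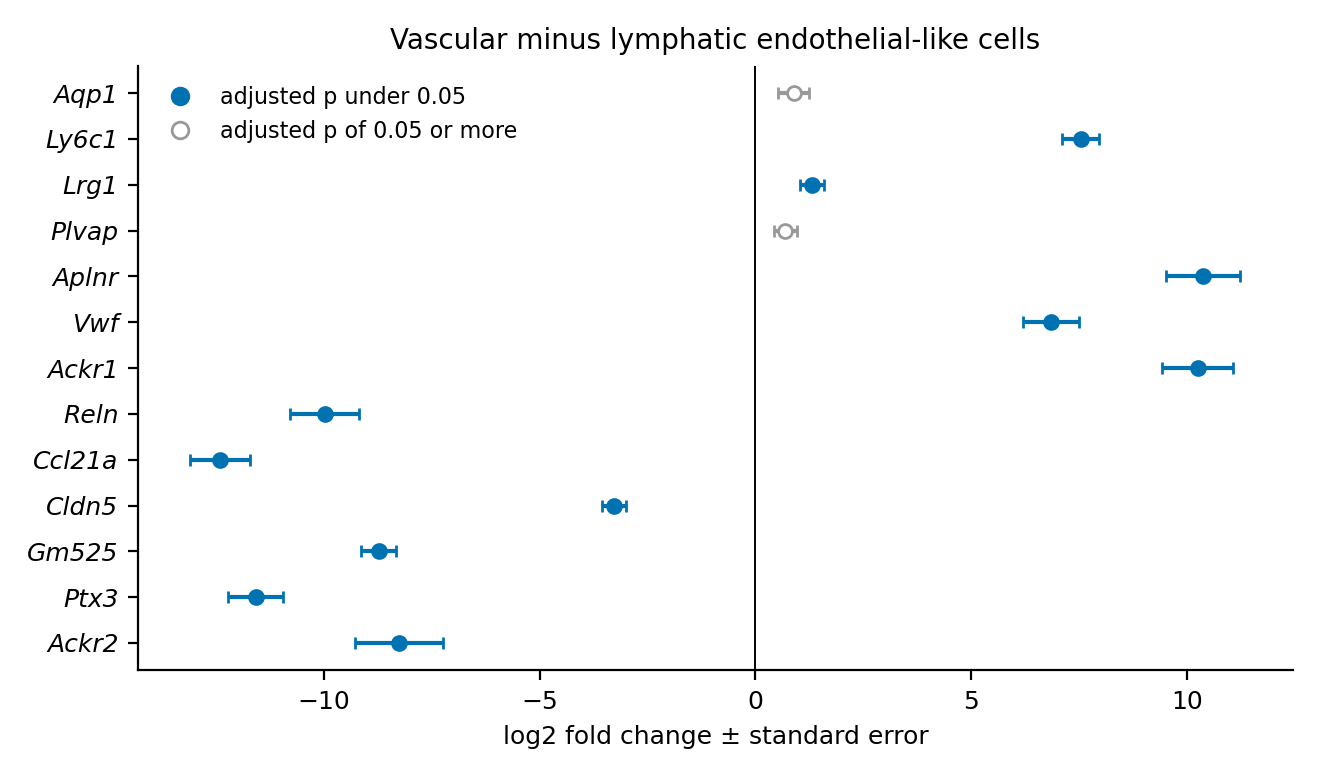
The genes compared between vascular and lymphatic endothelial-like cells.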

Of the two groups of endothelial cells, Cluster 7 strongly expressed *Aqp1*, *Ly6c1* (an immunocyte antigen also expressed by endothelial cells), *Lrg1* (TGFß receptor binding) and *Plvap* (microvascular permeability). They exclusively expressed *Flt1* (VEGFR1) (Figure 2D), *Aplnr* and *Vwf (Von Willebrand factor)*, consistent with vascular endothelium, as well as the scavenger cytokine receptor *Ackr1*. 

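*Flt1* (ENSMUSG00000029648, chromosome 5, 147561604 to 147726011) reached 1242 ± 188 CPM in vascular endothelial-like cells, and its UMIs were found in 92.9% ± 1.44 of them (median depth 2789.5 UMIs) and in 0.567% of all other cells (median depth 4069.5). The log2 difference from lymphatic cells was 10.38 (standard error 0.86, adjusted p = 1.32e-11) for *Aplnr* (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923), at 332 ± 70.2 CPM, and 6.85 (standard error 0.65, adjusted p = 1.57e-11) for *Vwf* (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679), at 289 ± 57.1 CPM. UMIs of *Aplnr* occurred in 48.9% ± 6.30 and those of *Vwf* in 38.2% ± 5.05 of vascular endothelial-like cells, so both stayed under the exclusive limit of 50%. Lymphatic cells held 0 UMIs of *Aplnr* and 1 of *Vwf*, so the size of these differences depends on the prior count. *Flt1* was among the markers that named the cluster.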

Cluster 12 cells exclusively expressed *Prox1 (a homeobox protein)*, *Flt4 (VEGF receptor 3)* and *Reln (Reelin)*, all markers for lymphatic endothelial cells, as well as *Ccl21a* (T-cell chemotaxis), *Cldn5* (tight junction protein), *Gm525* (unknown function), *Ptx3* (angiogenesis and inflammation), *Mmrn1* (a factor V/Va receptor) (Figure 2D) and the cytokine scavenger receptor gene *Ackr2*.

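The largest fitted log2 difference, -12.40 of vascular minus lymphatic cells (standard error 0.69, adjusted p = 3.44e-20), was that of *Ccl21a* (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993), at 18021 ± 4890.3 CPM in lymphatic endothelial-like cells. *Cldn5* (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262) had the smallest of the genes named for lymphatic cells, -3.28 (standard error 0.28, adjusted p = 4.25e-13), with 3638 ± 283 CPM against 313 ± 78.0 CPM. *Reln* (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702), *Gm525* (ENSMUSG00000072553, chromosome 11, 89073841 to 89093040) and *Ptx3* (ENSMUSG00000027832, chromosome 3, 66219910 to 66225805) differed by -9.98, -8.73 and -11.58. Vascular cells held 3 UMIs of *Ccl21a*, 6 of *Gm525* and 0 of *Reln* and *Ptx3*, so the size of these differences depends on the prior count. *Prox1* (ENSMUSG00000010175, chromosome 1, 190118035 to 190170714), *Flt4* (ENSMUSG00000020357, chromosome 11, 49609263 to 49652739) and *Mmrn1* (ENSMUSG00000054641, chromosome 6, 60924976 to 60989378), which named the cluster, were at 276 ± 22.5 CPM, 597 ± 115 CPM and 2155 ± 192 CPM. UMIs of *Prox1* occurred in 55.9% ± 7.70 of lymphatic cells (median depth 2757 UMIs) and in 0.261% of all other cells (median depth 3994).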

#### Pericytes

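*Higd1b* (ENSMUSG00000020928, chromosome 11, 102835849 to 102838040) had the largest log2 fold change of 3 hypoxia-related genes in pericyte-like cells, 11.92 (standard error 0.22, adjusted p = 1.75e-32), at 1822 ± 84.4 CPM, and *Cox4i2* (ENSMUSG00000009876, chromosome 2, 152754173 to 152765037) the smallest, 9.46 (standard error 0.32, adjusted p = 2.88e-26), at 859.6 ± 186 CPM. *Ndufa4l2* (ENSMUSG00000040280, chromosome 10, 127514967 to 127517154) was at 1441 ± 42.4 CPM. UMIs of the 3 genes were found in 81.9% ± 1.89 (*Cox4i2*) to 92.5% ± 2.85 (*Ndufa4l2*) of pericyte-like cells and in 0.129% (*Higd1b*) to 0.941% (*Cox4i2*) of all other cells, and all 3 met the exclusive criterion.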

The pericytes of Cluster 13 exclusively expressed three hypoxia-inducible mitochondrial genes involved in regulating the shift between glucose and glycogen metabolism: *Higd1b*; *Ndufa4l2* and *Cox4i2*. They were the only ME cells to express genes involved in regulating vascular tone, including *Des*, *Olf558*, *Myh11*, *Myocd* and *Kcne4* (Jepps et al., 2015). They also expressed *Cspg4*, encoding a proteoglycan that stimulates endothelial cell motility during microvascular morphogenesis and *Ephx3*, encoding a protein involved in water permeability barriers. They strongly expressed *GM13889* (unknown function) and *Mustn1* (muscle development).

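*Myh11* (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372) was expressed at 1027 ± 224 CPM in pericyte-like cells and *Des* (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579) at 466 ± 47.6 CPM. Log2 fold changes ran from 9.76 for *Kcne4* (ENSMUSG00000047330, chromosome 1, 78816758 to 78820028) (standard error 0.41, adjusted p = 7.36e-18) to 10.46 for *Myh11* (standard error 0.29, adjusted p = 4.70e-28). *Olfr558* (ENSMUSG00000070423, chromosome 7, 102702215 to 102712064), which the paper spells Olf558, stood at 415 ± 43.6 CPM and had UMIs in 57.3% ± 6.12 of pericyte-like and 0.0181% of all other cells. *Myocd* (ENSMUSG00000020542, chromosome 11, 65176561 to 65269989) was too low to be tested, at 11.4 ± 10.6 CPM in 2.75% ± 2.70 of pericyte-like cells and with 0 UMIs in all other groups. *Kcne4*, in 40.0% ± 0.574 of cells, stayed under the exclusive limit of 50%.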

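*Ephx3* (ENSMUSG00000037577, chromosome 17, 32183770 to 32189549) reached 246 ± 56.3 CPM in the same cells (log2 fold change 9.18, standard error 0.44, adjusted p = 5.20e-18) and *Cspg4* (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870) 84.4 ± 19.5 CPM (log2 fold change 6.91, standard error 0.59, adjusted p = 9.66e-12). UMIs were seen in 40.1% ± 10.0 and 16.3% ± 4.89 of pericyte-like cells and in 0.155% and 0.711% of all other cells.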

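For *Gm13889* (ENSMUSG00000087006, chromosome 2, 93955810 to 93957201) the level was 1243 ± 313 CPM and the log2 fold change 9.68 (standard error 0.24, adjusted p = 1.83e-29), and for *Mustn1* (ENSMUSG00000042485, chromosome 14, 30879200 to 30881610) 1518 ± 562 CPM and 10.93 (standard error 0.25, adjusted p = 4.59e-31). The next highest levels were 169.7 ± 68.9 CPM in lymphatic endothelial-like cells, for *Gm13889*, and 31.4 ± 6.87 CPM in vascular endothelial-like cells, for *Mustn1*.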

#### Macrophages

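*C1qb* (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187), *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) and *C1qc* (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065) were found at 7324 ± 742 CPM, 7288 ± 504 CPM and 5553 ± 512 CPM in macrophage-like cells, with log2 fold changes from 8.49 (*C1qb*, standard error 0.22, adjusted p = 1.83e-36) to 8.88 (*C1qc*, standard error 0.24, adjusted p = 1.22e-35). UMIs of *C1qa* occurred in 99.6% ± 0.614 of macrophage-like cells and in 4.16% of all other cells. *Cx3cr1* stood at 349 ± 30.9 CPM, a fold change of 8.67 (standard error 0.22, adjusted p = 3.83e-30). *C1qa* and *C1qb* were naming markers.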

The macrophages of Cluster 8 preferentially expressed genes observed in M2 (alternatively activated) macrophages, such as those encoding the complement components *C1qa* (Figure 2E), *C1qb* and *Ciqc* and the fractalkine receptor *Cx3cr1* (Italiani and Boraschi, 2014). They also strongly expressed *Cxcl2* (macrophage inflammatory protein 2), *Pf4* (neutrophil and monocyte chemotaxis) *Tyrobp* (neutrophil activation), *Plbd1* (hydrolase activity) and *Spi1* (macrophage differentiation). 

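*Pf4* (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) had the largest log2 fold change of 5 further genes in macrophage-like cells, 8.66 (standard error 0.23, adjusted p = 4.02e-34), at 2072 ± 458 CPM, and *Tyrobp* (ENSMUSG00000030579, chromosome 7, 30413760 to 30417585) the smallest, 6.51 (standard error 0.18, adjusted p = 1.52e-35), at 3054 ± 113 CPM. *Cxcl2* (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) amounted to 3441 ± 460.5 CPM. The monocyte-lineage cells of open type held more *Tyrobp* (4660.2 CPM) and more *Spi1* (777 CPM) than macrophage-like cells, which had 551 ± 22.9 CPM of *Spi1* (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756).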

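Of macrophage-like cells, 26.6% had a UMI of *Itgam* (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491) and 33.3% a UMI of *Cd33* (ENSMUSG00000004609, chromosome 7, 43524216 to 43544428). In monocyte/dendritic-like cells the shares were 26.5% and 12.2%, and in stromal-like cells, which should lack both, 0.133% and 0.266%, at median depths of 3837, 4818 and 3288 UMIs. The level of *Itgam* in macrophage-like cells was 79.3 ± 6.20 CPM (log2 fold change 6.43, standard error 0.35, adjusted p = 2.66e-19), and that of *Cd33* 105 ± 9.52 CPM (7.10, standard error 0.32, adjusted p = 4.93e-22).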

Interestingly, none of the cells in this clusters expressed the mature macrophage marker *Itgam* (MAC-1), but many expressed *Cd33*, characteristic of immature macrophages.

#### Dendritic Cells/Monocytes

Most of the cells in Cluster 9 preferentially expressed *Itgax* (mature dendritic cell marker) and *Cd209a* (dendritic cell adhesion molecule), consistent with dendritic cell identity. However, these cells also expressed the NK gene *Klrk1* (Figure 2E). This indicates that they are primarily NK dendritic cells, which possess cytotoxic capability. These cells are usually present as a small subset of dendritic cells in blood and tissue (Chan et al., 2006), but appear to represent about 40% of dendritic cells (*Itgax*^+^) in the ME. 

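*Klrk1* (ENSMUSG00000030149, chromosome 6, 129610323 to 129623864) was at 138 ± 43.0 CPM in monocyte/dendritic-like cells, a log2 fold change of 6.34 (standard error 0.37, adjusted p = 4.19e-19). T/NK cell-like cells held 368 ± 177 CPM. Of the 71 monocyte/dendritic-like cells with a UMI of *Klrk1*, 1.19% ± 2.06 also had a UMI of an NK marker of the naming list (*Ncr1*, *Klrb1c*, *Gzma*, *Eomes* and *Klra8*) or of a Cd3 gene (mean over pools), against 2.33% ± 4.03 of the 118 cells without *Klrk1* and 95.2% ± 1.88 of T/NK cell-like cells with *Klrk1*. *Klrd1*, which the list does not hold, was found in 60.6% of the 71 cells, 37.3% of those without *Klrk1* and 64.8% of the T/NK cell-like cells with *Klrk1*.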

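Among Itgax-positive monocyte/dendritic-like cells, 39.2% ± 22.5 had a UMI of *Klrk1*. The share rests on few cells: 11 of 17 in pool 1 (64.7%, exact 95% interval 38.3% to 85.8%), 2 of 9 in pool 2 (22.2%, 2.81% to 60.0%) and 4 of 13 in pool 3 (30.8%, 9.09% to 61.4%). Without pool 1 the mean fell to 26.5%, and without pools 2 and 3 it was 47.7% and 43.5%. The share was much the same, 37.0%, in cells of the cluster without a UMI of *Itgax*. It was 1.26% ± 1.11 in macrophage-like and 0.367% ± 0.323 in stromal-like cells, which set the background at similar depths. When every cell was thinned to 1000 UMIs, 6 Itgax-positive cells remained and the share was 12.5%. Among all 83 Itgax-positive leukocyte-like cells it was 22.2% ± 7.97.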

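In monocyte/dendritic-like cells the log2 fold changes were 8.31 for *Plbd1* (ENSMUSG00000030214, chromosome 6, 136612070 to 136661928) (standard error 0.28, adjusted p = 4.08e-27), 6.67 for *Spi1* (standard error 0.18, adjusted p = 2.82e-35) and 5.67 for *Tyrobp* (standard error 0.19, adjusted p = 4.84e-31), at 589 ± 149 CPM, 526 ± 35.2 CPM and 1907 ± 102 CPM. *Plbd1* was higher in them than in macrophage-like cells (178 ± 21.7 CPM).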

In common with Cluster 8, the dendritic cells and monocytes of Cluster 9 strongly expressed *Tyrobp*, *Plbd1* and *Spi*. They also exclusively expressed *Cd209a* (pathogen receptor). 

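The level of *Cd209a* was 1007 ± 456 CPM in monocyte/dendritic-like cells and 193 ± 127 CPM in monocyte-lineage cells of open type, the next highest group. Its log2 fold change was 10.16 (standard error 0.33, adjusted p = 1.36e-26), and the gene met the exclusive criterion in the complete data but not after thinning.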

As noted above, less differentiated monocytes expressed genes consistent with either the classical (pro-inflammatory) or resident (homeostatic) phenotypes.

#### Lymphocytes

Many of the lymphocytes of Clusters 10 expressed the T-cell receptor genes *Cd3d* and *Cd3g*, as well as *CD3e* and *Cd3z*, indicating that they are gamma/delta T-cells. 

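At least 1 UMI of *Cd3d*, *Cd3e* or *Cd3g* was found in 168 of 231 T/NK cell-like cells. *Cd3g* (ENSMUSG00000002033, chromosome 9, 44969572 to 44980431) reached 999 ± 90.5 CPM (log2 fold change 9.89, standard error 0.27, adjusted p = 8.99e-30), *Cd3d* (ENSMUSG00000032094, chromosome 9, 44981786 to 44987339) 765 ± 102 CPM and *Cd3e* (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) 249 ± 32.7 CPM. *Cd247* (ENSMUSG00000005763, chromosome 1, 165788681 to 165877277), the annotated name of Cd3z, had the smallest fold change, 7.27 (standard error 0.40, adjusted p = 4.31e-18), at 152 ± 13.4 CPM. UMIs of *Cd3g* occurred in 67.4% ± 10.6 of these cells and in 0.439% of all other cells. *Cd3d*, *Cd3e* and *Cd3g* were naming markers. These genes belong to the CD3 complex that gamma/delta and alpha/beta receptors share, and 0 of 10 constant-region genes of the receptor chains were listed in the authors' table, so the receptors were not told apart by these genes.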

Consistent with this identity, very few expressed *Cd4*. 

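*Cd4* (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) was at 90.1 ± 12.4 CPM in T/NK cell-like cells. Of the 168 cells with Cd3, 18 had a UMI of *Cd4* without Cd8 (10.7%), 33 had Cd8 without *Cd4* (19.6%) and 1 had both. At a median depth of 1923 UMIs a cell without a UMI of *Cd4* was not read as negative. The gene was nevertheless called higher than in the mean of the other groups, with a log2 fold change of 7.34 (standard error 0.47, adjusted p = 1.11e-15).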

Gamma/delta T-cells are common in mucosal and other barrier tissues where they serve as part of the front-line defense against infection. Many also expressed *Nkg7* (a natural killer cell granule protein) suggesting a cytotoxic phenotype. 

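*Nkg7* (ENSMUSG00000004612, chromosome 7, 43437073 to 43438249) stood at 1317 ± 483 CPM in T/NK cell-like cells (log2 fold change 9.57, standard error 0.28, adjusted p = 9.37e-30), and UMIs were found in 87 of the 168 cells with Cd3 and in 33 cells without it. The share of stromal-like cells with a UMI was 0.598%.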

A small subpopulation expressed *Cd8a* and *Cd8b1*. 

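*Cd8b1* (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) reached 217 ± 118 CPM and *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) 91.2 ± 54.3 CPM, with log2 fold changes of 8.85 (standard error 0.53, adjusted p = 4.45e-14) and 8.06 (standard error 0.58, adjusted p = 2.69e-11). UMIs were present in 16.2% ± 5.67 and 10.8% ± 3.81 of T/NK cell-like cells, and in 0.180% and 0.0449% of all other cells.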

*Cd8ab*-positive gamma-delta T-cells have been identified as a unique cytotoxic population that is negatively correlated with disease states (Kadivar et al., 2016). The larger population of Cd8^–^/Cd4^–^ cells are known as double-negative T-cells. In other tissues, the majority of double-negative T-cells bear the alpha/beta receptors consistent with cognate immunity (Antonelli et al., 2006). However, in the ME mucosa the majority appear to bear the gamma/delta receptor more consistent with innate immune function. 

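Neither *Cd4* nor Cd8 had a UMI in 116 of the 168 cells with Cd3 (69.0%). Of genes linked to gamma/delta T cells, UMIs were found of *Cd163l1* (ENSMUSG00000025461, chromosome 7, 140218267 to 140231145) in 16, *Blk* (ENSMUSG00000014453, chromosome 14, 63372836 to 63417037) in 14, *Zbtb16* in 14, *Sox13* (ENSMUSG00000070643, chromosome 1, 133382303 to 133424377) in 5, *Il23r* in 3, *5830411N06Rik* in 2 and *Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) in 0 of these 168 cells. In stromal-like cells *Blk*, *5830411N06Rik* and *Il17a* were found in 0%, *Il23r* in 0.0664%, *Cd163l1* in 0.199%, *Sox13* in 0.664% and *Zbtb16* in 2.92% of cells. None of these genes marked a majority of the cells, and none of them is specific enough to assign a receptor to a cell on its own.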

Gamma/delta T-cells are also involved in M2 macrophage polarization (Mathews et al., 2015). 

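*Ms4a4b* (ENSMUSG00000056290, chromosome 19, 11443553 to 11467055) amounted to 884 ± 167 CPM in T/NK cell-like cells and had UMIs in 66.0% ± 7.00 of them, against 0.622% of all other cells (log2 fold change 9.47, standard error 0.24, adjusted p = 6.34e-31).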

Cluster 10 cells also strongly expressed *Ms4a4b*, a negative regulator of T-cell proliferation.

The ILC2 cells of Cluster 14 type exclusively expressed *Il5* and *Il13*, Th2 cytokines associated with this cell type, as well as *Il1rl1* and *Icos*, which have been associated with helper cell function, and *Cxcr6*, associated with memory, naïve (*Cd28*^+^) and regulatory (*Il7r*^+^) T-cells. They also strongly expressed, *Il1rl1* (possibly helper T-cell function), *Ccdc184* (unknown function), and Calca (calcium regulation, antimicrobial).

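*Il5* (ENSMUSG00000036117, chromosome 11, 53720794 to 53725106) was at 188 ± 60.4 CPM in ILC2-like cells, a log2 fold change of 9.43 (standard error 0.54, adjusted p = 8.70e-14). Its UMIs were found in 12.8% ± 5.19 of these cells and in 0.0309% of all other cells, and neither *Il5* nor *Il13* reached the exclusive limit of 50%. *Il1rl1* (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415) stood at 443 ± 93.0 CPM and met the criterion, with 59.6% ± 3.52 of cells against 0.616%. *Icos* (ENSMUSG00000026009, chromosome 1, 60977927 to 61000320) and *Cxcr6* (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) were shared with T/NK cell-like cells, at 450.0 ± 78.4 CPM against 373 ± 16.1 CPM and 859.6 ± 84.4 CPM against 585 ± 249 CPM. Both were called higher in ILC2-like cells than in the mean of the other groups, by 8.52 (standard error 0.36, adjusted p = 2.14e-22) and 9.44 (standard error 0.31, adjusted p = 5.09e-27) in log2 units. *Il1rl1* took part in the naming.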

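*Calca* (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357) rose by 10.19 in log2 units (standard error 0.31, adjusted p = 1.83e-26), to 836 ± 150.0 CPM, and *Ccdc184* (ENSMUSG00000029875, chromosome 15, 98167158 to 98170134) by 9.05 (standard error 0.49, adjusted p = 4.26e-17), to 301 ± 30.3 CPM. T/NK cell-like cells held 20.2 ± 26.8 CPM of *Ccdc184*.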

The B-cells of Cluster 15 expressed many genes related to B-cell function, including *Cd22* (essential for B-cell−B-cell interactions); *Dank1* (mobilization of intracellular B-cell stores); *Spi6* (B-cell development); *Pou2af1* (essential for B-cell response to antigens), *Ms4a1* (B-cell development) and various Fc receptor genes involved in B-cell activation. They also expressed *Pax5*, involved in early but not late B-cell development, suggesting that ME B-cells are not fully mature. 

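*Ms4a1* (ENSMUSG00000024673, chromosome 19, 11249675 to 11266241) was the most abundant of these genes in B cell-like cells, at 866 ± 392 CPM, with UMIs in 79.8% ± 11.8 of them and in 0.104% of all other cells. *Bank1* (ENSMUSG00000037922, chromosome 3, 136053363 to 136326066), which the paper spells Dank1, stood at 284 ± 28.8 CPM, *Pou2af1* (ENSMUSG00000032053, chromosome 9, 51213708 to 51240080) at 207 ± 69.6 CPM and *Cd22* (ENSMUSG00000030577, chromosome 7, 30865402 to 30880342) at 83.5 ± 83.9 CPM. The next highest group held 19.7 CPM of *Bank1* and 17.4 CPM of *Pou2af1*. *Ms4a1* was a naming marker.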

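*Pax5* (ENSMUSG00000014030, chromosome 4, 44524757 to 44710487) was found at 81.7, 232 and 269.8 CPM in the B cell-like cells of pools 1, 2 and 3, and its UMIs in 39.6% ± 19.8 of them and in 0.0440% of all other cells.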

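*Jchain* (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891) came almost entirely from pool 1, where B cell-like cells held 26496 CPM, against 0 in pool 2 and 45.0 CPM in pool 3. Among all kept cells 103 of pool 1 had a UMI of *Jchain*, of which 15 had at least 10 UMIs, compared with 0 cells of pool 2 and 2 of pool 3. Whether the difference belongs to the mice of pool 1 or to its batch cannot be told apart, because pool 1 is the only pool of its batch, and pools 2 and 3 held only 14 and 8 B cell-like cells.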

A small number of cluster cells expressed *Jchain*, involved in the production of secretory factor.

In addition to evaluating differentially expressed genes, we applied an analysis of the GO: biological processes the genes for which were most highly expressed by different cell clusters. Not surprisingly the results summarized in Table 3, are largely consistent with functions that can be inferred from the differentially regulated genes presented above.

**TABLE 3:** Single-cell cluster enrichment of GO: biological process.

GO category	*P*-value
**Cluster 0 (Epithelial cells)**	
Negative regulation of cell motility	2.0631e−7
Negative regulation of cell migration	9.0561e−7
Extracellular matrix organization	8.8733e−8
Negative regulation of cellular component movement	3.3807e−7
Negative regulation of locomotion	6.5930e−7
**Cluster 1 (Epithelial cells)**	
Extracellular matrix assembly	0.0000088218
Collagen metabolic process	0.0000034043
Extracellular matrix organization	4.0817e−9
Extracellular structure organization	2.7391e−8
Cell growth	0.0000029102
**Cluster 6 (Epithelial cells)**	
Protein trimerization	0.00018877
Cellular response to amino acid stimulus	0.000026320
Cellular response to acid chemical	0.000072229
Lung development	0.00018877
Respiratory tube development	0.00022526
**Cluster 2 (Basal epithelial cells)**	
Collagen biosynthetic process	0.000040927
Collagen metabolic process	0.00018409
Protein localization to plasma membrane	0.000059560
Bone mineralization	0.000055506
Transforming growth factor beta receptor signaling pathway	0.000045449
**Cluster 11 (Ciliated epithelial cells)**	
Axoneme assembly	0
Cilium movement	0
Cilium or flagellum-dependent cell motility	1.9154e−10
Cilium-dependent cell motility	1.9154e−10
Axonemal dynein complex assembly	1.9154e−10
**Cluster 3 (Stromal cells)**	
Collagen fibril organization	0.0000091862
Collagen metabolic process	0.0000037847
Protein processing	0.000068852
Extracellular matrix organization	4.5168e−9
Extracellular structure organization	7.6653e−8
**Cluster 4 (Stromal cells)**	
Collagen fibril organization	0.0000043023
Embryonic skeletal system development	0.000014268
Negative regulation of cellular response to growth factor stimulus	0.0000039117
Collagen metabolic process	0.0000068214
Extracellular matrix organization	3.7315e−11
**Cluster 5 (Stromal cells)**	
Collagen fibril organization	1.5268e−9
Regulation of bone mineralization	5.1255e−8
Regulation of biomineral tissue development 6.3049e−9	
Bone mineralization	7.6798e−10
Biomineral tissue development	1.7298e−11
**Cluster 7 (Vascular endothelial cells)**	
Negative regulation of cellular component movement	2.5616e−8
Regulation of plasma membrane bounded cell projection	4.2233e−8
Regulation of cell projection organization	5.2664e−8
Angiogenesis	6.4595e−11
Blood vessel morphogenesis	9.2663e−11
**Cluster 12 (Lymphatic endothelial cells)**	
Endothelial cell differentiation	0.0000057055
Endothelium development	0.0000080317
Sprouting angiogenesis	0.000010961
Negative regulation of angiogenesis	0.0000091829
Negative regulation of blood vessel morphogenesis	0.000013967
**Cluster 13 (Pericytes)**	
Membrane repolarization	0.000084352
Actin-mediated cell contraction	0.0000096969
Actin filament-based movement	0.000018559
Notch signaling pathway	0.0000090719
Regulation of heart contraction	0.00017208
**Cluster 8 (Macrophages)**	
Tumor necrosis factor production	5.0342e−8
Regulation of tumor necrosis factor production	3.3417e−8
Cellular response to molecule of bacterial origin	4.9622e−8
Response to molecule of bacterial origin	2.1447e−8
Response to organonitrogen compound	3.3417e−8
**Cluster 9 (Monocytes, Dendritic cells)**	
Cellular response to radiation	0.000033926
Activation of innate immune response	0.000071442
Tumor necrosis factor production	0.000017344
Regulation of tumor necrosis factor superfamily cytokine production	0.000043714
Tumor necrosis factor superfamily cytokine production	0.000043714
**Cluster 10 (T-cells, NK cells)**	
T-cell receptor signaling pathway	5.3595e−7
Positive regulation of leukocyte cell-adhesion	3.9513e−7
Positive regulation of lymphocyte activation	2.3319e−7
T-cell differentiation	9.7306e−8
T-cell activation	4.4670e−12
**Cluster 14 (ILC2s)**	
Positive regulation of leukocyte differentiation	0.0000018086
Regulation of lymphocyte differentiation	0.0000011529
Positive regulation of hemopoiesis	0.0000013987
Positive regulation of lymphocyte activation	0.000002159
Regulation of hemopoiesis	1.1023e−7
**Cluster 15 (B-cells)**	
B cell receptor signaling pathway	2.9347e−11
Regulation of B cell proliferation	7.1741e−8
B cell proliferation	3.0189e−8
B cell activation	6.8834e−15
Antigen receptor-mediated signaling pathway	2.8936e−9
**Cluster 16 (Melanocytes)**	
Sister chromatid segregation	8.2230e−10
DNA packaging	2.8980e−9
DNA conformation change	5.2742e−10
Chromosome segregation	9.2013e−11
Nuclear chromosome segregation	1.4193e−9

*The five GO categories with the highest enrichment ratios are listed for each single-cell cluster.*

### Expression of Innate Immune Genes by ME Cell Types

The genes reviewed above were identified based purely on differential expression across cell clusters. In order to evaluate the expression of genes specifically related to OM, we first assessed genes related to innate immunity across ME cell clusters and types. Acute OM in the average child resolves in less than one week (Little et al., 2001). This is not sufficient time to mount a robust cognate immune response, which implies that normal resolution of acute OM is mediated by innate immunity. Indeed, studies in mice with deletions of individual genes for innate immune receptors or effectors have found that, while lack of some genes leads to more severe deficits in recovery from bacterial OM, virtually all show a deficit (Kurabi et al., 2016). This finding indicates that the innate immune system participates in normal OM recovery, and that the genetic machinery with which to initiate innate immunity resides in the cells of the normal ME. We therefore evaluated the expression of genes in Mouse Genome Informatics GO category 0045087 “Innate Immunity.” Out of 809 genes in the category, expression of 805 was detected in cells of the normal ME.

For a few genes, there was broad expression across all ME cell types. These included *Bipfa1* (contributes to airway surface liquid homeostasis and proper clearance of mucus) as well as three ribosomal proteins with innate immune subfunctions: *Rpl13a* (suppression of inflammatory genes); Rpl39 (viral gene transcription) and Rps19 (suppression of interferon production).

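UMIs of *Bpifa1* (ENSMUSG00000027483, chromosome 2, 154142880 to 154149219), which the paper spells Bipfa1, were found in 98.7% ± 1.05 of all cells. The level was uneven, with 304429 ± 43963 CPM in surface epithelial-like, 96290 CPM in basal epithelial-like, 14706 CPM in stromal-like, 5447 CPM in macrophage-like and 4849 CPM in endothelial-like cells. Relative to surface cells, the ratios of 9 other abundant surface transcripts to *Bpifa1* went both ways in macrophage-like and endothelial-like cells, so that expression outside the epithelium and free RNA from surface cells cannot be told apart from these counts.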

For a total of 520 innate immune genes, there were significant expression differences between cell types. 

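The members of this gene ontology category were not used here, so the number of genes with a difference was not counted. The genes of Table 4 of the paper, which are drawn from it, were tested instead. They form 161 pairs of a gene and a group once their names are matched to the annotation, and 151 of the pairs lie in groups large enough to test.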

A heat map illustrating the expression of the 520 genes across all ME cells is presented in Supplementary Figure S1, while Figure 5 shows the expression of a more readily visualized set of 109 innate immune genes, those with the most robust expression, ordered by cell type. Table 4 lists the most differentially expressed innate immune genes for each cell cluster. 

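Of the 151 testable pairs of Table 4, 137 were called higher in their group than in the mean of the other groups. The count was 137 as well when adjusted over the list alone, but the study chose the list on these samples, so it is not independent evidence. Testing each group against the sum of all other cells in place of the mean of the other groups lowered the count most, to 127, and the other alternatives gave 130 (of 140 pairs tested) to 140 (of 153). The 2 counts of 140, with 10 components and with the highest doublet scores left out, include 7 pairs of B cell-like clusters mixed with other cells, which were not tested in the main fit. Without pool 1, 2 or 3 it was 136, 135 and 136. When the sums were assigned to groups at random, the highest count was 21 and the median over these splits 6. The real groups came from clustering these same cells by expression, whereas random groups mix cell types. Lower counts were therefore to be foreseen, and the comparison is no evidence for the pairs. The 14 pairs not called were *Hmgb2* (ENSMUSG00000054717, chromosome 8, 57511907 to 57515999) and *Ptpn2* (ENSMUSG00000024539, chromosome 18, 67665511 to 67724595) in surface cells of the lowest *Muc1*, *Il2ra* (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193) in those of the highest, *Hmgb2* and *Rpl39* in basal cells, *Cr1l* (ENSMUSG00000016481, chromosome 1, 195097382 to 195131586), *Samhd1* (ENSMUSG00000027639, chromosome 2, 157097533 to 157135265) and *Clec2d* (ENSMUSG00000030157, chromosome 6, 129180615 to 129186534) in stromal-like cells of the *Ecrg4* cluster, *Zyx* (ENSMUSG00000029860, chromosome 6, 42349630 to 42360213) and *Trp53* (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) in those of the *Adam33* cluster, *Trp53* in osteoblast-like cells, *Myd88* (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411) and *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) in macrophage-like cells and *C1qbp* (ENSMUSG00000018446, chromosome 11, 70977836 to 70983026) in ILC2-like cells. Of these, *Hmgb2* in surface cells of the lowest *Muc1* (-0.47), *Il2ra* (-0.59), *Clec2d* (-0.03), *Zyx* (-0.08) and *Ccl5* (-1.01) had a negative log2 fold change. With the pools as blocks, *Rpl39* was called (0.30, adjusted p = 0.0344, against 0.00540 to 0.503 over the alternatives).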

All clusters expressed distinct sets of innate immune genes.

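Each of the groups that could be tested had at least 1 of its listed genes called. The numbers were 22 of 22 in monocyte/dendritic-like, 10 of 12 in basal, 9 of 11 in surface cells of the lowest *Muc1*, 9 of 9 in vascular endothelial-like, 7 of 7 in lymphatic endothelial-like, 6 of 6 in T/NK cell-like and 3 of 3 in pericyte-like cells. Stromal-like cells of the *Ecrg4* cluster had 3 of 6 and those of the *Adam33* cluster 8 of 10. ILC2-like cells, osteoblast-like cells and surface cells of the highest *Muc1* had 4 of 5 each. All stromal-like cells together had 6 of 6, ciliated cells 4 of 4 and intermediate surface cells 1 of 1. Genes were often listed for more than 1 group. *Ifitm1* (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825), for example, was called in basal, ciliated and pericyte-like cells and in both stromal clusters, with log2 fold changes from 0.87 in the *Ecrg4* cluster (standard error 0.32, adjusted p = 0.0241) to 5.37 in ciliated cells (standard error 0.21, adjusted p = 2.30e-28). In the *Ecrg4* cluster its level, 120.3 ± 16.8 CPM, lay below that of ciliated epithelial-like cells (2136 ± 915 CPM), and against the sum of all other cells the fold change was -0.88.

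**Figure D5:**
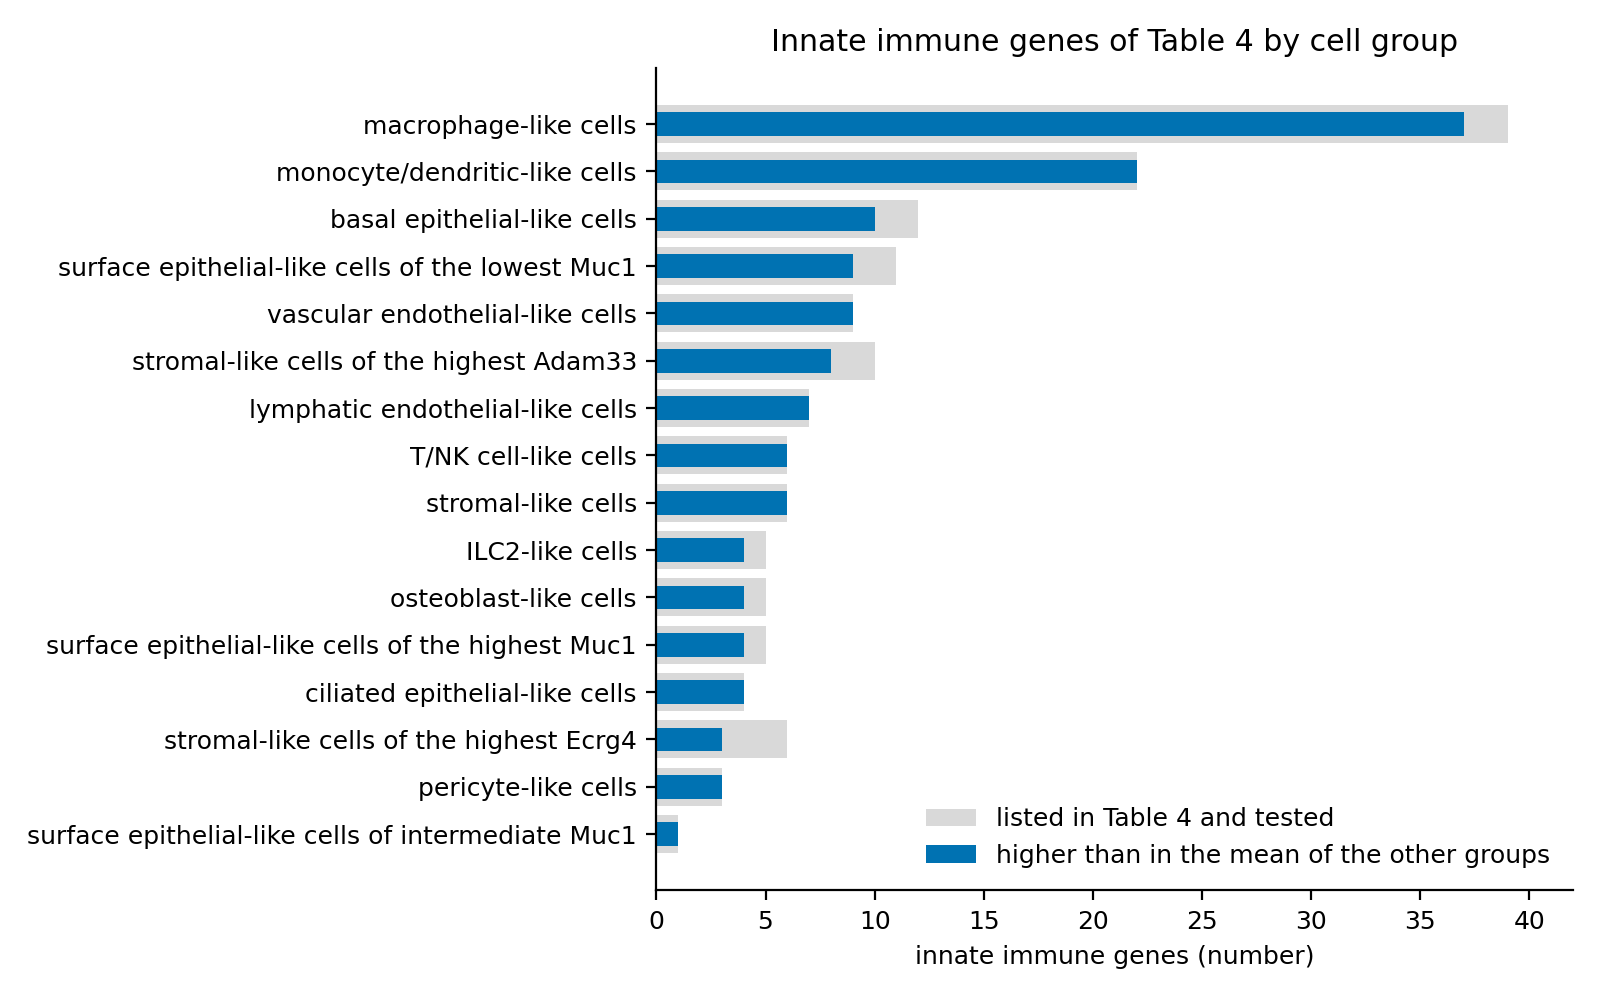
Innate immune genes listed in Table 4 of the paper for each group, and those of them called higher than in the mean of the other groups.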

**FIGURE 5:**
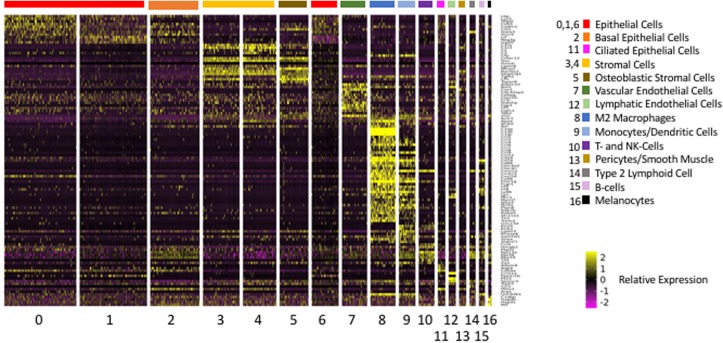
Heatmap illustrating the expression of the 109 most differentially regulated innate immune genes, arranged by cell cluster in which they are differentially expressed. Cluster 8 cells (macrophages) expressed the greatest number.

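From the number of differentially expressed innate immune genes per cluster, the paper concludes that macrophages carry the most and that innate immune genes are spread over the cell types. In macrophage-like cells 37 of 39 listed genes were called, the most of any group. When the sums were assigned to groups at random, the highest number was 8 and the median 0. Random groups mix cell types, so lower numbers were to be foreseen and are no evidence for the count. The largest log2 fold changes were those of *C1qc* and *C1qa*, followed by *Cx3cr1* and *C1qb*, and the smallest called was that of *Actr3* (ENSMUSG00000026341, chromosome 1, 125392905 to 125435727), 1.80 (standard error 0.10, adjusted p = 2.11e-21), at 529.8 ± 23.8 CPM. *Myd88* rose by 0.30 (standard error 0.21, adjusted p = 0.364) without being called, and *Ccl5* was nearly absent from macrophage-like cells, at 9.54 ± 14.2 CPM, with 3742 ± 1618 CPM in T/NK cell-like cells. How many genes the paper lists for a group was its own choice, and macrophage-like cells were listed with the most, so the counts compare cell types only within that list.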

**TABLE 4:** Single-cell Cluster Expression of Innate Immune Genes.

Gene	Protein	Innate immune function
**Cluster 0 (Epithelial cells)**		
*Lbp*	LPS Binding Protein	Endotoxin receptor component
*Hmgb2*	High mobility group box 2	Innate immune DNA/RNA receptor
*Csf1*	Colony stimulating factor 1	Macrophage differentiation
*Cxcl16*	Chemokine CXCL16	T-cell recruitment
*Ptpn2*	PTP2	T-cell activitation, tissue growth
*Cadm1*	CADM1	NK and T-cell regulation by other cell types
*Cd24a*	CD24A	B-cell differentiation, tissue growth
*Lcn2*	Lipocalin2	Antibacterial
*Sftpd*	surfactant D	Antibacterial, surfactant
*Xrcc5*	DNA repair XRCC5	Antiviral
*Cd55*	DAF	Negative complement regulator
**Cluster 1 (Epithelial cells)**		
*Cd25*	IL2 receptor α	Control of regulatory T-cell, tissue growth
*Ppp1r1b*	PPP1R1B	Regulatory T-cell activation, cell survival
*Ltf*	Lactoferrin	Antimicrobial
*Reg3*γ	REG3γ	Antimicrobial
*Isg20*	ISG20	IFN-stimulated antiviral
**Cluster 6 (Epithelial cells)**		
*Sftpd*	surfactant D	antibacterial, surfactant
**Cluster 2 (Basal epithelial cells)**		
*Lbp*	LPS Binding	endotoxin receptor component
*Hmgb2*	High mobility group box 2	innate immune DNA/RNA receptor
*Cadm1*	CADM1	NK and T-cell regulation by other cell types
*Gata3*	GATA3	Immune cell differentiation, tissue growth
*Rab20*	RAB20	endocytosis, antibacterial responses
*Xrcc5*	DNA repair XRCC5	antiviral response
*Ifitm1*	IFITM1	Inhibition of viral entry
*Rpl39*	Ribosomal protein L39	Viral gene transcription
*Rpl13a*	Ribosomal	Suppression of inflammation
*Rps19*	Ribosomal	Suppression of interferon
*Axl*	AXL receptor tyrosine kinase	TLR inhibition
*Cd55*	DAF	negative complement regulator
**Cluster 11 (Ciliated epithelial cells)**		
*Adam8*	ADAM8	leukocyte migration
*Cd24a*	CD24A	B-cell differentiation, tissue growth
*Ifitm1*	IFITM1	inhibition of viral entry
*Aqp4*	Aquaporin4	water permeability, response to inflammation
**Clusters 3, 4, 5 (All stromal cells)**		
*Gsn*	Gelsolin	TLR endocytosis
*Rarres2*	Chemerin	Chemotactic, anti-inflammatory
*C1ra*	Complement C1 component	Complement response
*Colec12*	Collectin-12	Antimicrobial responses
*Serping1*	Serpin G1	Negative complement regulator
*Axl*	AXL receptor tyrosine kinase	TLR inhibition
**Cluster 3 (Stromal cells)**		
*C1s1*	Complement C1 component	Complement response
*Cr1l*	C1 receptor like	Complement activation
*Samhd1*	SAMHD1	Mediates TNF inflammatory responses
*Lgals9*	Galactin9	Negative regulation of T- and NK-cells
*Ifitm1*	IFITM1	Inhibition of viral entry
*Clec2d*	CLEC2D	Protection against NK cell lysis
**Cluster 4 (Stromal cells)**		
*C1s1*	Complement C1 component	Complement response
*C2*	Complement C2	Complement response
*C3*	Complement C3	Complement response
*Apoe*	Apolipoprotein E	Leukocyte regulation, lipid metabolism
*Zyx*	Zyxin	Viral pathogen receptor signaling
*Bst2*	Tetherin	Antiviral
*Serinc3*	Serine incorporator 3	Antiviral
*Trp53*	P53	Antiviral
*Ifitm1*	IFITM1	Inhibition of viral entry
*Lgals9*	Galectin 9	Negative regulator of T- and NK-cells
**Cluster 5 (Stromal cells)**		
*Lgals3*	Galectin 3	Acute inflammation activator
*Csf1*	Colony stimulating factor 1	Macrophage differentiation
*Trp53*	P53	Antiviral
*Tgfb1*	TGFβ1	Multifunctional, immunocyte inhibition
*Tspan6*	Tetraspanin 6	Negative innate immune regulator
**Cluster 7 (Vascular endothelial cells)**		
*Vim*	Vimentin	Viral and bacterial attachment
*Samhd1*	SAMHD1	Mediates TNF inflammatory responses
*Dab2ip*	DAB2 interacting protein	TNF, IFN and LPS signaling pathways
*Irf1*	IFN response factor	IFN production
*Adam15*	ADAM15	Epithelial−T-cell interaction
*Cav1*	Caveolin 1	T-cell activation, TGFß1 inhibition
*Iigp1*	IFN-inducible G Protein 1	IFN-inducible antimicrobial
*Cebpg*	CEBPG	IL4 gene activation
*Irgm1*	IRGM1	Mucosal immune response inhibition
**Cluster 12 (Lymphatic endothelial cells)**		
*Mrc1*	Mannose receptor C1	Pathogen neutralization
*Ptx3*	Pentraxin 3	Positive regulation of innate immunity
*Ccl21*	Chemokine CCL21	T-cell chemotaxis
*Arrb2*	Arrestin β2	Cytokine/chemokine signaling pathways
*Bst2*	Tetherin	Anti-viral
*Serinc3*	Serine incorporator 3	Antiviral
*Tspan6*	Tetraspanin 6	Negative innate immune regulator
**Cluster 13 (Pericytes)**		
*C1s1*	Complement C1 component	Complement response
*Cav1*	Caveolin 1	T-cell activation, TGFß1 inhibition
*Ifitm1*	IFITM1	Inhibition of viral entry
**Cluster 8 (Macrophages)**		
*Tlr2*	Toll-like receptor 2	Pathogen receptor
*Cd14*	CD14	LPS receptor component
*Ly86*	MD-1	LPS receptor component
*Nlrp3*	NALP3	Pathogen receptor, inflammasome
*MyD88*	MYD88	TLR signaling adaptor
*Mrc1*	Mannose receptor C1	Pathogen neutralization
*Unc93b1*	UNC93B1	Required for TLR DNA recognition
*Cfp*	Complement factor P	Alternative complement response
*C1qa,b,c*	Three C1q A-chains	Complement response
*Irf5, Irf8*	IFN response factors	IFN production
*Cd86*	CD86	T-cell activation, IL2 production
*Actr3*	ACTR3	Phagocytosis
*Trem2*	TREM2	Immune activation in phagocytes
*Cd74*	CD74	MHC class II antigen processing
*Clec4a2*	Lectin-like immunoreceptor	Antigen presentation
*Apoe*	Apolipoprotein E	Macrophage, T- and NK-cell regulation
*Arrb2*	Arrestin β2	Cytokine/chemokine signaling pathways
*Ccl2*	Chemokine CCL2	Macrophage chemotaxis
*Ccl3*	Chemokine CCL3, MIP1α	Monocyte, PMN chemotaxis
*Ccl4*	Chemokine CCL4, MIP1β	NK cell, monocyte chemotaxis
*Ccl5*	Chemokine CCL5, RANTES	T-cell chemotaxis
*Ccl9*	Chemokine CCL9, MRP2	Dendritic cell chemotaxis
*Cxcl16*	Chemokine CXCL16	T-cell, NK-cell chemotaxis
*Coro1a*	Coronin 1A	Lytic granule secretion
*Cx3cr1*	Fractalkine receptor	T-cell, monocyte chemotaxis
*Fcer1g*	FCER1γ	IgE receptor component
*Lyn*	LYN	Diverse immune signaling pathways
*Nrros*	Negative regulator of ROS	TGFβ1 activation in macrophages
*Ptpn6*	PTPN6	Hematopoietic cell signaling
*Rab20*	RAB20	Endocytosis, antibacterial responses
*Slc11a1*	SLC11A1	Iron transporter, antibacterial
*Bst2*	Tetherin	Anti-viral
*Sirpa*	SIRPA	Dendritic cell activation inhibitor
*Tgfb1*	TGFβ1	Multifunctional, immunocyte inhibition
*Axl*	AXL receptor tyrosine kinase	TLR inhibition
*Rab7b*	RAB7B	Negative regulation of TLRs
**Cluster 9 (Monocytes, Dendritic cells)**		
Cluster 9 cells expressed a subset of genes expressed by the macrophages of Cluster 8: *Cfp, Tgfb1, Vim, Actr3, Ccl6, Ccl9, Cd74, Coro1a, Cybb, Fcer1g, Ly86, Nrros, Ptpn6* and *Unc93b1*. However, they also expressed:		
*Myo1f*	Myosin 1F	Immune cell motility
*Klrd1*	KLRD1	MHC recognition by cytotoxic cells
*Klrk1*	KIRK1	Cytotoxicity of virus-infected cells
*Slamf7*	SLAMF7	NK cell activation
*Lgals3*	Galectin 3	Monocyte, macrophage chemotaxis
*Rnase6*	RNASE6	Antibacterial
*Rpl39*	Ribosomal protein L39	Viral gene translation
*Rps19*	Ribosomal protein S19	Viral gene translation
**Cluster 10 (T-cells, NK cells)**		
*Hmgb2*	HMGB2	Innate immune DNA/RNA receptor
*Txk*	TXK tyrosine kinase	Th1 cytokine production
*Coro1a*	Coronin 1A	Lytic granule secretion
*Klrd1*	KLRD1	MHC recognition by cytotoxic cells
*Klrk1*	KIRK1	Cytotoxicity of virus-infected cells
*Ccl5*	Chemokine CCL5, RANTES	T-cell chemotaxis
*Rpl14a*	Ribosomal protein 14a	Viral replication and gene translation
**Cluster 14 (ILC2s)**		
*Coro1a*	Coronin 1A	Lytic granule secretion
*Samhd1*	SAMHD1	Mediates TNF inflammatory responses
*Arg1*	Arginase 1	Promotes acute type 2 inflammation
*C1qbp*	C1q binding protein	Multiple immune/inflammatory responses
*Ccl1*	Chemokine CCL1	Monocyte chemotaxis
**Cluster 15 (B-cells)**		
*Ly86*	MD-1	LPS receptor component
*Unc93b1*	UNC93B1	Required for TLR DNA recognition
*Cd74*	CD74	MHC class II antigen processing
*Ptpn6*	PTPN6	
*Coro1a*	Coronin 1A	Lytic granule secretion
*Slamf7*	SLAMF7	NK cell activation
*Irf8*	IFN response factor 8	Regulates IFN responses
**Cluster 16 (Melanocytes)**		
*Vim*	Vimentin	Viral and bacterial attachment
*Mif*	MMIF	Pro-inflammatory mediator
*Gapdh*	GAPDH	Inhibits IFN-induced gene expression

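In surface cells of the lowest *Muc1*, *Sftpd* had a log2 fold change of 8.36 against the mean of the other groups (standard error 0.36, adjusted p = 1.98e-23) and *Lcn2* of 6.19 (standard error 0.29, adjusted p = 9.64e-24). *Xrcc5* (ENSMUSG00000026187, chromosome 1, 72307421 to 72394952) had the smallest of the called genes, 2.33 (standard error 0.18, adjusted p = 6.75e-16), at 151 ± 31.0 CPM. *Cd55* (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) stood at 167 ± 47.0 CPM and *Lbp* (ENSMUSG00000016024, chromosome 2, 158306493 to 158332852) at 124 ± 57.1 CPM, and basal cells held more *Lbp* (174 ± 18.7 CPM). *Hmgb2* was not higher in these cells (124 ± 21.1 CPM, standard error 0.22, adjusted p = 0.136).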

The epithelial cells of Cluster 0 expressed *Lbp* (component of the endotoxin receptor), *Lcl2* (antibacterial protein) *Sftpd* (surfactant protein D), *Xrcc5* (antiviral response) *Cd55* (negative complement regulator) and *Hmgb2* (innate immune DNA/RNA receptor). They also expressed genes related to leukocyte recruitment and activation, including *Csf1* (macrophage differentiation) and *Cxcl16* (T-cell recruitment). 

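*Csf1* (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) was at 82.3 ± 14.2 CPM in surface cells of the lowest *Muc1* (log2 fold change 3.12, standard error 0.27, adjusted p = 7.88e-14), below osteoblast-like cells (167 ± 48.6 CPM), and *Cxcl16* (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984) at 442 ± 175 CPM (3.11, standard error 0.23, adjusted p = 5.72e-17), below macrophage-like cells (603 ± 23.5 CPM). UMIs of *Csf1* occurred in 38.5% ± 1.44 of these surface cells and in 14.5% of all other cells, and those of *Cxcl16* in 80.6% ± 15.9 and 29.4%. The median depths were 5042 and 3843 UMIs.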

Cluster 1 epithelial cells expressed the genes for the anti-microbials lactoferrin and REG3γ, and the interferon-stimulated antivirals CD25 and ISG20. 

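Against the mean of the other groups, surface cells of the highest *Muc1* showed log2 fold changes of 7.27 for *Ltf* (standard error 0.22, adjusted p = 1.51e-32), 5.32 for *Reg3g* (standard error 0.34, adjusted p = 6.26e-19) and 2.86 for *Isg20* (ENSMUSG00000039236, chromosome 7, 78913424 to 78920396) (standard error 0.19, adjusted p = 2.74e-18), which was at 179 ± 51.3 CPM. *Il2ra*, which encodes CD25, was at 2.22 ± 3.52 CPM in these cells and at 207 ± 41.3 CPM in ILC2-like cells. Its UMIs were found in 1.94% ± 3.13 of these surface cells and in 1.41% of all other cells, and it was not called (standard error 1.13, adjusted p = 0.843). By testing against the sum of all other cells, 2 of the listed genes were called in place of 4.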

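Of the 10 genes called in basal cells, *Lbp* had the largest log2 fold change, 3.39 (standard error 0.24, adjusted p = 9.80e-17), and *Rpl13a* the smallest, 0.67 (standard error 0.13, adjusted p = 2.51e-05). *Axl* (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705) rose by 1.48 (standard error 0.23, adjusted p = 6.14e-07) and *Rab20* (ENSMUSG00000031504, chromosome 8, 11453518 to 11478710) by 1.09 (standard error 0.20, adjusted p = 1.03e-05), but macrophage-like cells held more of both, 271 against 68.4 ± 7.91 CPM for *Axl* and 291 against 55.8 ± 6.00 CPM for *Rab20*. *Cd55*, which restrains complement, was at 72.5 ± 9.46 CPM. *Cadm1* (ENSMUSG00000032076, chromosome 9, 47530173 to 47857637), at 106 ± 24.8 CPM, lost its fold change of 1.69 against the sum of all other cells (-0.03).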

The basal epithelial cells of Cluster 2 expressed several complement genes, as well as *Axl* (TLR inhibition), *Rab20* (antibacterial response), and the anti-viral gene *Ifit1*. Cluster 6 epithelial cells expressed *Sftpd*. 

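*Sftpd* was called in the intermediate surface cells as well, with a log2 fold change of 4.70 against the mean of the other groups (standard error 0.44, adjusted p = 2.51e-12). UMIs were found in 14.6% ± 5.28 of these cells and in 4.93% of all other cells. Against the sum of all other cells, which includes the surface cells of the lowest *Muc1*, it was not called.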

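*Aqp4* (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982) had the largest log2 fold change of the 4 genes matched in ciliated cells, 6.37 (standard error 0.44, adjusted p = 4.16e-15), at 86.0 ± 37.7 CPM, although basal cells held nearly as much (73.8 ± 17.2 CPM). *Ifitm1* was the smallest in fold change and stood at 2136 ± 915 CPM. *Cd24a* (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) reached 2539.6 ± 1058 CPM and *Adam8* (ENSMUSG00000025473, chromosome 7, 139978932 to 139992562) 159 ± 46.8 CPM, with fold changes of 5.58 (standard error 0.20, adjusted p = 3.59e-30) and 5.52 (standard error 0.35, adjusted p = 4.81e-19).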

The ciliated epithelial cells of Cluster 11 expressed a small set of diverse innate immune genes including *Hist1b2bc* (antibacterial responses), *Il1rn1* (receptor-blocking inhibitor of IL1ß), *Ifit1*, and *Aqp4*.

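*Colec12* (ENSMUSG00000036103, chromosome 18, 9707595 to 9882644) had the largest log2 fold change of 6 genes in all stromal-like cells, 6.73 (standard error 0.13, adjusted p = 6.80e-41), at 454 ± 16.8 CPM, and *Axl* the smallest, 2.93 (standard error 0.16, adjusted p = 2.68e-22). *Rarres2* (ENSMUSG00000009281, chromosome 6, 48569696 to 48572789) was at 523 ± 19.5 CPM and at 673 ± 220.4 CPM in pericyte-like cells. *Serping1* (ENSMUSG00000023224, chromosome 2, 84765387 to 84775444), *Gsn* (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892) and *C1ra* (ENSMUSG00000055172, chromosome 6, 124512405 to 124523443) stood at 2290.1 ± 13.9 CPM, 3475 ± 95.5 CPM and 237 ± 34.1 CPM. UMIs of *Colec12* were found in 71.7% ± 1.74 of stromal-like and 1.95% of all other cells.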

Innate immune genes expressed by all stromal cells of Clusters 3, 4 and 5 included *Colec12*, (antimicrobial response), *Mmp2* (positive regulator of inflammatory NFκB signaling), *Rarres2* (chemotactic and anti-inflammatory factor), and *Serpinb1* (negative complement regulation). Clusters 3 and 4 uniquely expressed several complement factors and *Lgals9* (soluble, negative regulator of T- and NK-cells). 

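Of the complement genes, *C1s1* (ENSMUSG00000038521, chromosome 6, 124530345 to 124542359) reached 431 ± 12.5 CPM in the *Ecrg4* cluster and 583 ± 6.35 CPM in the *Adam33* cluster, with log2 fold changes of 5.89 (standard error 0.18, adjusted p = 1.93e-32) and 6.41 (standard error 0.18, adjusted p = 2.67e-34), and *C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) 351 ± 256 CPM in the latter (4.88, standard error 0.30, adjusted p = 1.30e-19). *Lgals9* (ENSMUSG00000001123, chromosome 11, 78962974 to 78984946) was called in both clusters, at 188 ± 23.0 CPM (1.47, standard error 0.15, adjusted p = 5.04e-12) and 139 ± 18.4 CPM (1.05, standard error 0.17, adjusted p = 9.45e-07), but was not confined to them, since its UMIs were found in 22.9% of all cells outside the *Ecrg4* cluster and in 43.9% ± 2.19 within it.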

Cluster 4 expressed the complement factor gene *C2*. 

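*C2* (ENSMUSG00000024371, chromosome 17, 34862604 to 34898265) was at 269.8 ± 55.4 CPM in the *Adam33* cluster and at 49.0 ± 6.62 CPM in the *Ecrg4* cluster, the next highest group, with a log2 fold change of 6.82 (standard error 0.20, adjusted p = 2.17e-31).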

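*Tspan6* (ENSMUSG00000067377, chromosome X, 133891068 to 133898429) stood at 141 ± 42.5 CPM in osteoblast-like cells and *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) at 304 ± 41.5 CPM, with log2 fold changes of 4.62 (standard error 0.28, adjusted p = 4.17e-19) and 1.99 (standard error 0.16, adjusted p = 2.35e-15). Monocyte-lineage cells of open type held more *Tgfb1* (515 ± 155 CPM). *Trp53* was not called in osteoblast-like cells (0.24, standard error 0.15, adjusted p = 0.274).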

Clusters 3 and 5 expressed *Cfn* (negative complement regulator), while Cluster 5 expressed *Tgfb1* (multifunctional, including inhibition of T-cell Th1, Th2 and cytotoxic phenotypes) and *Tspan6* (negative regulator of innate immunity).

The vascular endothelial cells of Clusters 7 expressed *Adam15* (epithelial−T-cell interactions) *Cav1* (T-cell activation, negative regulation of TGFß1), *Cebpg* (IL4 gene activation), *Dab2ip* (participates in TNF, IFN and LPS signaling pathways), *Iigp1* (IFN-inducible antimicrobial), *Irf1* (IFN production), *Irgm1* (IFN-induced negative regulator of mucosal immune responses), *Vim* (viral and bacterial attachment) and *Samhd1* (response to virus, mediation of TNF response).

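All 9 genes were called in vascular endothelial-like cells. *Cav1* (ENSMUSG00000007655, chromosome 6, 17306335 to 17341452) had the largest log2 fold change, 7.40 (standard error 0.19, adjusted p = 6.21e-35), at 456 ± 68.5 CPM, and *Samhd1* the smallest, 0.78 (standard error 0.19, adjusted p = 0.000759), at 116 ± 22.6 CPM. Monocyte-lineage cells of open type exceeded them in *Samhd1* (716 ± 112 CPM). *Vim* (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) was the most abundant of the 9 at 1965 ± 407 CPM, and *Iigp1* (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634) was at 638 ± 68.9 CPM.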

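*Ccl21a* and *Ptx3* led the 7 genes of lymphatic endothelial-like cells against the mean of the other groups, with log2 fold changes of 10.69 (standard error 0.21, adjusted p = 5.14e-42) and 10.54 (standard error 0.28, adjusted p = 2.41e-26), and the smallest was that of *Arrb2* (ENSMUSG00000060216, chromosome 11, 70432635 to 70440828), 1.47 (standard error 0.48, adjusted p = 0.0201), at 40.2 ± 8.35 CPM. Macrophage-like cells held more *Arrb2* (194 ± 45.5 CPM). *Bst2* (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456) and *Serinc3* (ENSMUSG00000017707, chromosome 2, 163623272 to 163645131) reached 1055 ± 174 CPM and 1822 ± 80.3 CPM, the highest of all groups.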

The lymphatic endothelial cells of Cluster 12 strongly expressed *Tspan6*, *Mrc1*, *Ccl21a* (all described above) as well as *Bst2* (antiviral), *Arrb2* (involved in multiple signaling pathways including that of CCL19), *Ptx3* (positive regulation of innate response to pathogens) and *Serinc3* (resistance to viral infection).

The pericytes of Cluster 13 expressed the complement gene *C1s1*, *Cav1* (negative regulator of inflammation) and *Ifitm1*.

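In pericyte-like cells *Cav1* rose by 6.06 in log2 units (standard error 0.37, adjusted p = 5.88e-19), *C1s1* by 5.45 (standard error 0.31, adjusted p = 7.26e-21) and *Ifitm1* by 3.60 (standard error 0.31, adjusted p = 3.48e-14), at 198 ± 43.3 CPM, 344 ± 51.8 CPM and 769 ± 374 CPM. Each was higher in another group: *Cav1* in vascular endothelial-like, *C1s1* in stromal-like and *Ifitm1* in ciliated cells.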

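*Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) and *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652), the most abundant listed genes in macrophage-like cells, stood at 33325 ± 7993 CPM and 39165 ± 2271 CPM, with log2 fold changes of 6.78 (standard error 0.19, adjusted p = 4.83e-35) and 6.12 (standard error 0.34, adjusted p = 3.14e-22). *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) was at 539 ± 79.2 CPM and met the exclusive limits, with 70.8% ± 0.711 of macrophage-like and 0.966% of all other cells. Of the receptors, *Cd14* (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) reached 2665 ± 708 CPM and *Tlr2* (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) 312 ± 28.4 CPM.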

Some of the innate immune genes expressed by Cluster 8 macrophages are marker genes for this cell types, as noted above. Also expressed preferentially by this cell type were nine genes related to pathogen receptor signaling, a total of ten chemotactic chemokine genes, four genes related to complement response, six immune modulators including four negative regulators and the antibacterial gene *Scl11a1.*

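*Klrd1* (ENSMUSG00000030165, chromosome 6, 129591782 to 129598775) had the largest log2 fold change of the 22 genes called in monocyte/dendritic-like cells, 8.59 (standard error 0.29, adjusted p = 3.54e-24), at 250.4 ± 19.9 CPM. The smallest was that of *Rps19*, 1.30 (standard error 0.12, adjusted p = 6.28e-14). *Slamf7* (ENSMUSG00000038179, chromosome 1, 171632403 to 171653035) and *Rnase6* (ENSMUSG00000021880, chromosome 14, 51123908 to 51132187) rose by 7.25 (standard error 0.38, adjusted p = 7.82e-20) and 7.08 (standard error 0.37, adjusted p = 7.28e-20), and *Lgals3* (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160), *Sirpa* and *Unc93b1* were present at 1179.6 ± 177 CPM, 65.0 ± 7.33 CPM and 302 ± 82.3 CPM. UMIs of *Klrd1* were found in 46.4% ± 4.89 of monocyte/dendritic-like and 1.28% of all other cells.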

Cluster 9 monocytes and dendritic cells preferentially expressed a subset of the genes expressed by Cluster 8 macrophages, but also expressed two genes encoding NK cell lectins related to cytotoxicity, *Klrd1* and *Klrk1*; *Lgals3* (PMN and mast cell activation, macrophage chemotaxis); *Rnase6* (antibacterial); *Samhd1* (antiviral responses); *Sirpa* (negative regulation of dendritic cells and phagocytosis); Slamf7 (killer cell activation); and *Unc93b1* (intracellular TLR transport).

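T/NK cell-like cells showed log2 fold changes from 1.99 for *Hmgb2* (standard error 0.18, adjusted p = 6.73e-14), at 755 ± 187 CPM, to 8.61 for *Klrd1* (standard error 0.34, adjusted p = 3.80e-22), and *Txk* (ENSMUSG00000054892, chromosome 5, 72695978 to 72752777) at 288 ± 95.3 CPM, *Coro1a* (ENSMUSG00000030707, chromosome 7, 126699773 to 126707787) at 1273 ± 179 CPM and *Klrk1* were called as well. *Ccl5* reached 2459, 5559.7 and 3208 CPM in pools 1, 2 and 3 (7.18, standard error 0.41, adjusted p = 1.65e-20), but surface cells of the lowest *Muc1* held 2702 ± 3274 CPM.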

The T-cells and NK cells of cluster 10 strongly expressed *Coro1a (required for lytic granule secretion from cytotoxic cells)*, *Klrd1*, *Klrk1*, *Ccl5* (leukocyte chemoattractant or chemotaxis inhibitor, depending on splicing), *Hmgb2* (innate immune DNA/RNA receptor), *Rpl14a* (ribosomal protein upregulated by endotoxin, Ceppi et al., 2009) and *Txk* (involved in Th1 cytokine production). 

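*Ccl1* (ENSMUSG00000020702, chromosome 11, 82176657 to 82305690) had the largest log2 fold change of the 5 genes in ILC2-like cells, 11.03 (standard error 0.27, adjusted p = 6.94e-28), at 1496 ± 639 CPM, and *Samhd1* the smallest called, 2.33 (standard error 0.26, adjusted p = 2.25e-10). *Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) was at 209.9 ± 62.9 CPM and *Coro1a* at 851 ± 62.2 CPM. *C1qbp* was not called (0.38, standard error 0.28, adjusted p = 0.495), and fewer ILC2-like cells had a UMI of it (24.8% ± 3.68) than all other cells (33.7%, median depth 4010.5 against 2016.5 UMIs).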

The ILC2s of Cluster 14 expressed *Cor1a*, *Samhd1*, *Ccl1* (monocyte chemotaxis), *Arg1* (promotes acute type 2 inflammation), and *C1qbp* (involved in multiple infection and inflammatory responses). 

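*Cd74* was at 24396 ± 4952 CPM in B cell-like cells, *Coro1a* at 1017 ± 285 CPM, *Irf8* (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694) at 408 ± 109 CPM, *Unc93b1* (ENSMUSG00000036908, chromosome 19, 3935186 to 3949340) at 399 ± 10.1 CPM, *Ptpn6* (ENSMUSG00000004266, chromosome 6, 124720707 to 124738714) at 374 ± 147 CPM, *Ly86* (ENSMUSG00000021423, chromosome 13, 37345208 to 37419036) at 319 ± 178 CPM and *Slamf7* at 135 ± 78.9 CPM. None was tested, because too few cells were found in pools 2 and 3. Another group held more of each, and *Cd74*, *Irf8* and *Slamf7* peaked in monocyte/dendritic-like cells.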

The B cells of Cluster 15 expressed *Cd74* (MIF receptor), *Corol1a*, *Irf8* (regulates IFN responses), *Ly86* (involved in endotoxin response with TLR4), *Ptpn6* (hematopoietic cell signaling), *Slamf7* (NK cell activation) and *Unc93b1*.

The melanocytes of Cluster 16 strongly expressed *Vim*, *Gapdh* (in innate immunity, IFNg-induced transcript-selective translation inhibition) and *Mif* (regulation of macrophage function).

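In the 40 melanocyte-like cells of pool 1, *Gapdh* (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) was at 5347 CPM, *Mif* (ENSMUSG00000033307, chromosome 10, 75859353 to 75860240) at 3455 CPM and *Vim* at 1266 CPM. The groups next to them held 649 ± 71.4 CPM in T/NK cell-like cells, 384 ± 43.6 CPM in T/NK cell-like cells and 1965 CPM in vascular endothelial-like cells. The 5 cells of pools 2 and 3 gave 711 and 680.1 CPM of *Gapdh* and 0 UMIs of *Vim*, and no test was made.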

## Discussion

The results of this study provide, for the first time, a molecular landscape of the cells that make up the normal mucosal lining of the ME prior to OM. They also identify the resting ME cells that express major determinants of innate immunity. As noted above, innate immunity is responsible for the normal resolution of OM (e.g., Underwood and Bakaletz, 2011; Kurabi et al., 2016). The immediate response provided by the cell of the normal ME is critical to initiating this first line of defense against infection. We found that the cells of the ME have distinctly different potential capacities to contribute immediately to innate immunity. Our results also provide a baseline against which to measure the responses of ME cells to infection in future studies.

### Cell Types of the Normal ME

Seurat PCA analysis of 6,370 ME cells identified 17 cell clusters, each of which displayed a distinct set of genes. The expression of key genes by most of these clusters correspond to cell types that have been observed previously in the ME, while others identify cells not previously known to be present.

#### Epithelial Cells

As noted above, previous authors have proposed five (Lim and Hussl, 1969; Lim, 1979) or six (Hentzer, 1976) morphological categories of ME epithelial cells: basal, intermediate, non-secretory, intermediary secretory, secretory and ciliated epithelial cells. Our transcriptome data are more consistent with five subtypes. Of the five clusters of cells expressing epithelial markers, basal (Cluster 2) and (Cluster 11) ciliated epithelial cell clusters were clearly identified. The three remaining clusters, 0, 1, and 6, were less differentiated by gene expression and presumably less specialized. However, Cluster 1 showed the highest expression of genes encoding secreted factors, including mucins, indicating that this cluster likely consists of fully developed secretory epithelial cells. Secretory genes were expressed at progressively lower levels in Clusters 6 and 0. However, Cluster 0 exclusively expressed surfactant D, also suggestive of an epithelial surface location, and the most innate immune genes of any epithelial type, indicating a prominent role in initial defense of the ME. This cluster may thus represent the morphologically defined “non-secretory” surface epithelial cells. 

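By the number of listed genes that were called, basal cells (10) came before surface cells of the lowest *Muc1* (9), those of the highest *Muc1* (4), ciliated cells (4) and intermediate surface cells (1). The paper lists 12 genes for basal cells and 11 for surface cells of the lowest *Muc1*, so their order also follows the lengths of its lists. UMIs of *Sftpd* occurred in 62.1% ± 24.7 of surface cells of the lowest *Muc1* and in 5.82% of all other cells, above the exclusive limit of 2.5%.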

Cluster 6 gene expression was intermediate between that of Clusters 0 and 1, consistent with an intermediate epithelial cell capable of transitioning into either of these two phenotypes.

Regarding the two disparate origins of ME epithelial cells noted by Thompson and Tucker (2013), neural crest versus branchial arch endoderm, there are no recognized adult gene markers for cells of neural crest origin. The small number of melanocytes observed in Cluster 16, which were scattered through epithelial clusters in the Seurat analysis and are assumed to be of neural crest origin (Lin and Zak, 1982), did not express epithelial markers. In addition, we saw no categories of ME epithelial cells that might reasonably be supposed to correspond to this division. It seems likely that dissection of the ME mucosa from the corresponding regions prior to single-cell analysis would be required to determine whether different embryologic origins correspond to any transcriptome and/or functional variations.

#### Stromal Cells

Based on their morphology, ME stromal cells have generally been classified as fibrocytes, with little further distinction. Clusters 3, 4, and 5 were identified as stromal by the expression of many ECM genes. Cluster 5, expressing bone formation genes, appears to correspond to osteoblastic cells. The ME has a strong propensity to generate new bone beneath the stromal layer during OM (Cayé-Thomasen et al., 1999). Cluster 3 was characterized by preferential expression of genes targeting tissue growth, including that of epithelial cells, while cluster 4 expressed genes encoding antimicrobials. These clusters indicate the presence of two additional classes of stromal cells in the ME, cell types not previously recognized on morphological or histochemical grounds.

#### Vascular Cells

Blood vessels, although sparse in the ME, have long been recognized (Lim, 1979). Therefore the vascular endothelial cells of Cluster 8 were to be expected. Morphological studies have also noted the presence of lymphatics in the ME based (Lim and Hussl, 1975), and drainage from the ME to lymph nodes of the neck has been demonstrated (Galich, 1973; Lim and Hussl, 1975), validating lymphatic endothelial cells of Cluster 9 cells. The documentation of capillaries and post-capillary venules in the ME (e.g., Goldie and Hellström, 1990) makes the observation of pericytes in Cluster 13 unremarkable. Gene expression related to hypoxia, contractility and water permeability are consistent with pericyte regulation of vascular tone, based on oxygen tension, and fluid entry into the ME.

#### Leukocytes

Clusters 8 and 9 expressed monocyte markers, while most Cluster 8 cells also expressed macrophage genes consistent with an M2 (alternatively activated) phenotype. Macrophages have been documented in the normal ME (Takahashi et al., 1989; Jecker et al., 1996), but the M2 phenotype has not previously been appreciated. The dendritic cells and less defined monocytes of Cluster 9 have also been noted before in the ME (Jecker et al., 1996). The expression of genes associated with cytotoxicity by dendritic cells indicates a killer phenotype, not recognized previously at this site. Less differentiated monocytes of the classical and resident phenotypes have also not previously been differentiated in the resting ME.

Cells in Clusters 10, 14, and 15 expressed a lymphocyte marker gene *Ptprcap*. Cluster 10 also expressed T-cell and NK-cell genes, while Cluster 15 expressed genes found in B-cells. All three of these lymphocyte types have been reported from the ME (Takahashi et al., 1989). However, the ILC2s of Cluster 14 were not previously reported to be present in the ME.

The number of leukocytes in the normal ME mucosa has often been reported to be relatively low (e.g., Takahashi et al., 1989), and lymphocytes to be especially uncommon (Jecker et al., 1996). However, we observed a substantial number of leukocytes (14.7%) in our normal ME cell samples. This disparity could be caused by differential survival of cells through the tissue digestion and cellular dispersion processes employed. However, it seems unlikely that leukocytes would be dramatically more resistant to these procedures than other cells. 

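Leukocyte-like cells were 15.7% ± 2.72 of all cells, with 18.8% in pool 1, 13.6% in pool 2 and 14.7% in pool 3, and a mean of 14.1%, 16.7% and 16.2% without pools 1, 2 and 3. Of the other clusterings listed in advance, that with a resolution of 1.2 moved the mean most, to 14.3%, because 87 monocyte/dendritic-like cells (1.33% of all cells) took the name osteoclast-like and were no longer counted. The share counts captured cells that passed the filters and was not compared with counts in tissue.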

Another potential explanation is the diversity of subtypes and the difficulty of definitively identifying leukocytes. For example, many investigators have used the MAC1 antibody, which labels the *Itgam* gene product present in mature macrophages, to identify these cells. However, we found that few macrophages in the normal ME expressed this gene, since the macrophages were likely M2 cells of incomplete maturity.

It should be noted that not all leukocytes known to be present in the ME were found in this study. Several groups (e.g., Watanabe et al., 1991), including our own (Ebmeyer et al., 2005), have documented the presence of mast cells in the normal ME mucosa. Despite this, we were unable to identify any consistent mast cell gene signatures in our cell samples. For example, the entire family of seven mast cell protease (Mcpt) genes showed no expression in any of our ME cells. 

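Mcpt1, Mcpt2, *Mcpt4*, Mcpt8 and Mcpt9 had 0 UMIs in the 6370 kept cells, and *Fcer1a* and *Ms4a2* had 0 as well. Single UMIs of *Cpa3* and *Cma1* were found in 4 cells each and of *Tpsb2* in 1 cell. No cell had at least 3 of the mast cell markers, and a count of 0 in this many cells is compatible with a share of up to 0.0471% (upper 95% limit).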

Other mast cell markers were either absent or were expressed in various cells that had been identified as other cell types with no consistent pattern. The reasons for this are not clear. The number of mast cells in the ME mucosa is not high, so this could represent a sampling issue. Alternatively, the C57BL/6 mouse used in this study may lack ME mast cells, as compared to the guinea pig or WB/B6F1 hybrid mice used in the above studies. However, it seems most likely that mast cells did not survive the cell dissociation method used in this study. The fragility of mast cells isolated from tissues has been noted by others (Kulka and Metcalfe, 2010).

With the exception of mast cells, we were thus able to identify all of the cell types that have been identified previously in the ME using alternative methodologies. In addition, we added new types not previously identified in the normal tympanic cavity. Finally, we obtained a sufficient number of cells for each type to evaluate their individual transcriptomes. This allowed us to achieve our goal of documenting the differences in cell function, as well as the expression of innate immune genes across ME cell types.

### Differential Functions of ME Cell Types

Expression differences identified by clustering analysis and screening of innate immune gene beyond those that specified cell identity, provided clues as to the functional role of cells in the normal ME.

#### Epithelial Cells

The movement of fluids across the mucosal epithelium into and out of the ME is clearly an important aspect of ME homeostasis, OM pathogenesis and fluid clearance during recovery from infection. As indicated by *claudin* gene expression, the cells of the epithelium are joined by tight junctions. Therefore the expression of genes involved in fluid/solute transport across cell membranes by all epithelial clusters is not unexpected, as is expression of the surface liquid layer homeostasis gene *Bipfa1*. Cluster 1 epithelial cells also expressed many genes consistent with presence at the epithelial surface and with secretory activity, including cell-surface and secreted mucins as well as antimicrobials. Cluster 0 similarly expressed antimicrobials, along with surfactant D and ECM-binding genes, suggesting a possible role in basement membrane interactions and that secretory activity is distributed across more than one epithelial cell type. As noted above, Cluster 6 gene expression overlapped with that of Cluster 0 and 1, suggesting an intermediate phenotype. The expression of genes related to tissue proliferation by the basal epithelial cells of Cluster 2 are consistent with them being a source of epithelial cells. However, they also expressed beta defensin 1, further evidence that secretory activity is distributed. Assuming that basal cells are located below the epithelial surface, this antimicrobial may defend against bacteria that invade the mucosa. Cluster 11 ciliated cells expressed *Aqp4* and *Muc4*. Altogether, epithelial cells of the ME mucosa appear specialized for fluid transport and secretory activity.

#### Stromal Cells

The expression of genes by stromal cell clusters was dominated by those related to ECM generation and remodeling. Cluster 3 cells appear also to be specialized for the regulation of epithelial and stromal cell growth, while Cluster 5 cells are likely involved in bone maintenance and remodeling.

#### Vascular Cells

The vascular endothelial cells of Cluster 7 expressed many genes involved in vascular permeability and fluid transport. They therefore work in combination with epithelial cells as the principle regulators of fluid balance in the ME. Not surprisingly, they also expressed genes involved in the recruitment of leukocytes and angiogenesis. Interestingly, vascular and lymphatic endothelial cells each preferentially expressed a different decoy cytokine receptor, which could serve to limit inflammation. 

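*Ackr1* (ENSMUSG00000037872, chromosome 1, 173331886 to 173333750) was at 302 ± 47.1 CPM in vascular and *Ackr2* (ENSMUSG00000044534, chromosome 9, 121898355 to 121911074) at 92.0 ± 43.1 CPM in lymphatic endothelial-like cells. Compared directly, the log2 differences of vascular minus lymphatic cells were 10.25 (standard error 0.82, adjusted p = 8.54e-11) for *Ackr1* and -8.26 (standard error 1.01, adjusted p = 2.87e-07) for *Ackr2*, in the stated direction in all 3 pools. UMIs of *Ackr1* were found in 22.8% ± 1.61 of vascular cells and 0.0858% of all other cells, and those of *Ackr2* in 25.9% ± 10.5 of lymphatic cells and 0.0440%. Fitted differences of this size depend on the prior count, since each gene was close to 0 UMIs in the other type.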

Expression of genes involved in hypoxia responses and in regulating vascular tone is typical of pericytes.

#### Leukocytes

Not surprisingly, most of the genes preferentially expressed by leukocytes were involved in immune and inflammatory responses. However, the M2 phenotype and expression of negative immune regulators by the macrophages of Cluster 8 are consistent with a homeostatic and anti-inflammatory role, rather than the pro-inflammatory phenotype of classically activated macrophages. Gene expression by dendritic cells and other monocytes of Cluster 9 was similar, although somewhat fewer genes were preferentially expressed. The lymphocyte types of Clusters 10, 14 and 15 preferentially expressed genes consistent with their expected functions.

### Innate Immune Genes and the Defense of the ME

Infection of the ME activates an innate immune response extremely rapidly (MacArthur et al., 2013; Hernandez et al., 2015). This initial response is likely based largely on the repertoire of innate immune receptor and effector genes that are expressed by the cells of the normal ME. Disruption of many individual innate immune genes in mice has been shown to reduce the effectiveness of this innate response to infection, and to prolong OM. Moreover, several studies have identified polymorphisms in human innate immune genes that are linked to otitis media proneness in patients (see Kurabi et al., 2016 for a recent review). These studies underscore the importance of innate immunity in the immediate and long-term defense of the ME, which was our rationale for focusing on these genes in ME cell transcriptomes.

As can be seen from Figure 5, expression of innate immune genes is distributed across the various cell types of the ME. Epithelial cells appear specialized for the detection and response to pathogens, including the secretion of antibacterial peptides. However, they also expressed genes related to leukocyte recruitment and activation.

Stromal cells expressed several complement factors and pro-inflammatory genes, suggesting potential involvement in active inflammation. They also expressed many negative immune regulators, not only of complement but also of innate immunity in general as well as T- and NK-cells. They thus appear to serve as inhibitory modulators of inflammation to a greater extent than epithelial cells.

Endothelial cells and pericytes expressed several genes involved in the activation of inflammatory pathways and T-cells, but also several negative immune regulators.

The M2 macrophages in the ME expressed by far the most innate immune genes, with an emphasis on pathogen detection, leukocyte chemotaxis, complement activation, and both positive and negative inflammatory regulation. Their phenotype is consistent with immune homeostasis, but also readiness to act in case of infection. Monocytes/dendritic cell gene expression was similar to that seen in macrophages, but cytotoxic genes were additionally expressed.

The lymphocytes of cluster 10 were primarily gamma-delta T-cells that typically have an innate immune function, and consequently expressed several pathogen receptors and innate immune effectors. Cytotoxic T-cells and NK-cells were also present in this cluster. The ILC2s of cluster 14 expressed several genes involved in T-cell regulation and induction of inflammation. The B-cells of cluster 15, as expected, expressed genes related to antibody production.

In addition to individual genes, the GO: biological process gene categories that were most regulated in macrophages and monocytes are all subcategories of the GO category for innate immunity. For the remaining ME cell types, innate immunity was not among the GO categories with the highest degree of regulation. This is not surprising, since unlike macrophages and monocytes, the primary functions of these cells are not innate immunity. However, the fact that they also express many innate immune genes underscores the importance of innate immunity in virtually all ME cell types.

A striking feature of innate immune gene expression in normal ME cells was the large number of negative regulators of immunity and inflammation observed in the transcriptomes of many different cell types, in parallel with to pro-inflammatory genes. This pattern of expression suggests that, while the cells of the ME are primed to respond to infection by generating inflammation and other antimicrobial responses, these processes are actively held in check by immune inhibitory genes to ensure ME mucosal homeostasis. This not only must pro-inflammatory gene products be activated by pathogens at the initiation of OM, anti-inflammatory genes may need to be downregulated to allow maximally effective innate immunity to defend the ME. Other investigators have noted the importance of endogenous negative regulators in ameliorating OM Pathogenesis (e.g., Li et al., CYLD). Our results add a large number of additional negative regulators which were distributed across diverse ME cell types.

### Limitations of the Study

Our analysis of single-cell transcriptomes is subject to a number of methodological limitations. As noted above, the numbers of different cell types recovered is dependent upon the survival of cells through the enzymatic digestion and dispersion techniques. While we were able to document an effect of this for mast cells, the extent to which selection bias may have influenced our other cell populations is not clear. Fortunately, we obtained sufficient numbers of cells in all cell populations to adequately survey gene transcription. However, the proportions of each cell type in our samples should not be taken to represent their relative abundance *in vivo*.

Another limiting effect is related to the limited number of genes that can be recovered from an individual cell. This means that abundant mRNAs are more likely to be represented than scarce transcripts. It has been argued that the detection of scarce mRNAs is stochastic, and that combining the results of 20 or more cells approaches the results of bulk RNASeq (Marinov et al., 2014). However, the possibility that scarcer transcripts were missed in a given cell population must be considered.

Other limitations reflect the nature of gene responses to infection. It is of course certain that the expression of innate immune and other genes by ME cells would change dramatically upon infection, and that some of these changes would be very rapid (MacArthur et al., 2013; Hernandez et al., 2015). Therefore, the roles of ME cells in the initial stage of OM, and beyond, would correspondingly change. Our data reflect only pre-existing mRNAs that may be expressed in readiness for a pathogen challenge. We plan to assess the results of infection on the transcriptomes of ME cell types. This work is in progress, and will be the basis of a future report. We felt that including results from infected ME cells would have made this paper unacceptably long.

## Conclusion

The results of this study establish, for the first time, the differences that exist between the transcriptomes of cells in the normal ME. They identify not only previously known cell types, but also show the presence of novel cell types and subtypes. The genes that differentiate these cell types provide information on their roles in ME homeostasis, and their ability to respond immediately to infection. The results also provide a baseline from which to assess the molecular responses of ME cells to infection.

## Data Availability Statement

The single cell transcriptome data is available in GEO (GSE146244, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146244).

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of the VA San Diego Medical Center.

## Author Contributions

AR and AK wrote the main manuscript. KP, CD, and AK preformed the wet laboratory experiments. CN, KF, and NW performed the bioinformatics analyses. AR and CN generated the figures and table. All authors reviewed the final version of the manuscript.

## Conflict of Interest

AR is a co-founder of Otonomy Inc., serves as a member of the Scientific Advisory Board, and holds an equity position in the company. The UCSD Committee on Conflict of Interest has approved this relationship. Otonomy, Inc., played no part in the research reported here. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

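Single cells of uninfected middle ear (ME) mucosa of C57Bl/6J mice were measured in 3 pools of 6 mice each, aged 60 to 90 days. The pools are the replicates (n = 3), and 1 condition was studied. From the month in the library names of the labels, pool 1 was taken to belong to another library batch than pools 2 and 3. A difference between pool 1 and the other pools therefore cannot be told apart from a difference between the batches.

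According to the authors' methods, Cellranger 2.0.2 aligned the reads to mm10 with Ensembl 84 annotation, called the cells and counted UMIs, and Cellranger aggr merged the 3 samples. The deposited values are the whole-number UMI counts that the authors made in this way, for 27998 genes in 6770 cells. The depth setting of aggr was not found in the text, and the counts were used as deposited. The ending of each cell's name gave its pool, with 2858, 1962 and 1950 cells in pools 1, 2 and 3. Gene coordinates are those of GRCm38 in GENCODE vM21.

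Cells with fewer than 750 genes or with over 7.5% mitochondrial UMIs were left out, and genes in fewer than 0.1% of cells were left out of the clustering, as in the study's methods. The filters kept 6370 cells (2627, 1873 and 1870 in the pools) with 31507733 UMIs (12471634, 9246366 and 9789733). Median UMIs per cell were 4054, 3783 and 4054, and median genes per cell 1659, 1508 and 1624. At 0 UMIs the upper limit of a count is 3 at 95% confidence, so that a gene with 0 UMIs in a pool lies below 3 UMIs in the pool's total, and a gene with 0 UMIs in a single cell may still be expressed in it. No read-level values were used here.

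Clustering used Seurat 5.3.0 in R 4.3.3, with log normalization to 10000 and the 2207 genes of highest scaled dispersion. From these, the genes to be tested that were not markers were left out. It used 20 principal components, 20 neighbours and Louvain clustering at a resolution of 0.8. Clusters were named after marker genes fixed beforehand. UMIs were summed over the cells of each pool and group for the 16 groups with at least 10 cells in each pool. The sums were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, its filter on low counts). Each group was set against the mean of the other groups on the log scale. A class of more than 1 group entered as the mean of its tested groups, with equal weights. P values were adjusted over the 9055 tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a fold change is its absolute value divided by the square root of the F statistic. The same fit compared the surface epithelial-like clusters of the highest and the lowest *Muc1* and the vascular with the lymphatic endothelial-like cells. Shares of cells were computed in each pool and are given as mean ± SD over the pools, without a test. Exclusive expression was counted by the study's limits of over 50% of the cells of a group and under 2.5% of all other cells. A cell with any UMI was counted. The study also asks for high and low levels, without values, and this condition was not applied.

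The genes named in the text were chosen by a rule: every gene that the paper's results, discussion or Table 4 name for a cell type, the cell type markers, the T cell receptor constant genes, the Mcpt genes, and genes that check sex and dissociation. Where a claim names more than about 6 genes, those with the largest and the smallest fold change and those not called are printed, and the others are summarised. Lists written before their tests hold clock genes, interferon-induced genes, abundant leukocyte genes, abundant epithelial genes, genes of gamma/delta T cells, of ionocytes and of tuft cells, genes raised by dissociation, and *Xist* with genes of the Y chromosome. Some genes of the paper's text and of these lists are not reported here, although totals over lists include them. A list's median log2 ratio of pool 1 to the mean of pools 2 and 3, with 5 CPM added, was compared with 10000 random lists of genes of similar expression. The order of the gradient genes in each clustering, and the main classes of the cells in each leukocyte, melanocyte or osteoclast cluster of the others, were tabulated after the results had been seen.

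Whether the sums of a pool vary together was checked: over 2851 genes, the residuals of sums from the same pool had a mean correlation of 0.116 (0.181, 0.0869 and 0.0801 in the pools), and those from different pools -0.0577. The sums of a pool come from the same mice, so the pool pairs them. The fit was set without the pools as blocks, and a fit with them was run as an alternative. The tests were also tested on simulated data, in which 200 genes changed by a log2 of 1. Of those that could be tested, 63.9% were recovered for macrophage-like cells, 30.8% for the surface epithelial-like clusters and 9.93% for vascular against lymphatic cells. Of the calls for macrophage-like cells, 7.84% were unchanged genes. Apart from the changed genes, the simulated groups had the same expression, and their sums shared no effect of the pool. The real groups differ in many genes and their sums vary together within a pool. The simulated shares therefore do not give the power or the error rate of the real tests.

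Alternatives changed 1 choice at a time: all variable genes, a resolution of 0.4 or 1.2, 10 or 30 components, 2000 genes by the vst method, no cell filter, a mitochondrial limit of 5%, the gene filter applied before genes per cell were counted, cells called as doublets left out (Scrublet in scanpy 1.11.5, expected rate 0.05), each replicate left out, at least 20 cells per sum, the pools as blocks, RLE size factors, no filter on low counts, DESeq2 1.42.0, and a group against the sum of all other cells. Exclusive expression and *Klrk1* were also counted with every cell thinned to 1000 UMIs, and *Klrk1* in all leukocyte-like cells with *Itgax*. After the data had been seen, 3 alternatives were added: genes scaled within each pool, the same with the pools as blocks, and the cells of the highest Scrublet scores left out at a rate of 0.8% per 1000 cells. Values were also computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. B cell-like and melanocyte-like cells had too few cells in some pools and were left out of the tests.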

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

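The cells described here were found by looking through the clusters, and the places of the 12 cells of the monocyte/dendritic-like cluster in other clusterings were counted only after the results were seen, whereas the other tests in this part were chosen before theirs.

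A cluster of 16 surface epithelial-like cells (7, 4 and 5 in pools 1, 2 and 3) carried transcripts that the paper does not discuss. UMIs of *Ascl3* were found in 15 of them, of *Slc26a4* in 12, *Foxi1* in 13, *Cftr* in 14, Cck in 15 and Coch in 16, against 0.960%, 0.0315%, 0.0472%, 0.929%, 1.31% and 3.15% of all other cells. Of other ionocyte genes listed before this count, *Atp6v0d2* was found in 14, *Atp6v1b1* in 11, *Bsnd* in 9, *Slc4a9* in 1 and *Kcnj1* in 0 of the cells. *Ascl3* and *Slc26a4* stand in the same list although they had drawn attention to the cells, and *Atp6v0d2* was also counted as an osteoclast marker. Of 6 tuft cell genes, *Dclk1* was found in 2 of the 16 cells and *Pou2f3*, *Trpm5*, *Il25*, *Chat* and *Gnat3* in 0.

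Doublets would hold more UMIs than single cells, but the median of the 16 cells was 0.926 of that of the other surface epithelial-like cells (5727.5 against 6185.5 UMIs). Only 2 of them had 5 or more UMIs of the markers of another class, 0 stood among the highest Scrublet scores, and *Bsnd* was found in 0% of all other cells. These values argue against doublets, and the cells may be a rare epithelial type close to ionocytes, a hypothesis found and tested on the same data. Whether 16 cells are a type or a state stays open. Beyond the counts of ionocyte and tuft cell genes, no biological explanation was tested.

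In the monocyte/dendritic-like cluster, 12 cells (8, 1 and 3 in pools 1, 2 and 3) had UMIs of at least 3 of 4 osteoclast markers, and 10 of them of all 4. The paper does not discuss such cells. *Acp5* and *Ctsk* were found in 12, *Mmp9*, *Atp6v0d2* and *Csf1r* in 11, Nfatc1 in 10 and Tnfrsf11a in 7 of the 12 cells. Of the other cells of the cluster, 16.9% had *Acp5* and 0.565% had *Ctsk*. *Flt3*, *Cd209a*, *Itgax*, *Zbtb46* and *Klrk1* were found in 0 of the 12 cells, against 37.3%, 55.9%, 22.0%, 10.2% and 40.1% of the others.

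A doublet of a dendritic cell with a stromal cell would bring collagen transcripts. The 12 cells held 8.20 CPM of them, 0.141% of the level of stromal-like cells, and they lacked the dendritic transcripts as well. Their median of 11586 UMIs was above the 4725 of the rest of the cluster, which doublets would share, but 0 of them stood among the highest Scrublet scores. The values argue against this kind of doublet, and the cells may be osteoclasts that were grouped with dendritic cells. Doublets with a cell that makes no collagen were not tested, so they stay open. With a resolution of 1.2 and with 30 components the 12 cells were in clusters of 87 and 79 cells, which took the name osteoclast-like by the same markers, although only these 12 of the main cluster had at least 3 of them. At least 3 of the markers were also seen in 10 stromal-like, 6 osteoblast-like and 1 macrophage-like cells. No biological explanation was tested.

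Before the filters, 75 cells (7, 31 and 37 in the pools, or 0.245%, 1.58% and 1.90% of the deposited cells) formed a cluster in which 95.9% of UMIs came from *Hbb-bs*, *Hba-a1*, *Hba-a2* and Hbb-bt. Their median was 3169 UMIs but 74 genes, and the limit of 750 genes kept 0 of them. The paper does not report on these cells, and neither a technical nor a biological explanation was tested for them.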

How the results depend on the processing

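The scaling of genes within each pool, the same with the pools as blocks, and the removal of the highest doublet scores were chosen only after the data were seen, while the other alternatives were chosen before the data were examined. The cells that the clusters of other settings share with the main ones were also counted only after the results were seen.

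Of 6707 fits of named genes under the alternatives, 6598 kept the direction and the side of the threshold, 47 were no longer called, 43 were newly called and 19 changed direction. The loss of calls was largest with a group against the sum of all other cells (16) and with DESeq2 (13). Innate immune gene and group pairs called higher numbered 127 (sum of all other cells) to 140 (10 components, or the highest doublet scores left out, each with 7 pairs of a mixed B cell-like cluster that the main fit did not test) against 137, and the other pairs 96 (resolution 0.4) to 109 (no filter on low counts) against 108. Without single replicates they numbered 135 to 136 and 107 to 108. With the pools as blocks, 138 innate pairs and 13 vascular and lymphatic genes were called, against 137 and 11, and *Rpl39* in basal cells, *Aqp1* and *Plvap* were the named genes whose call changed, and it changed no other call.

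The gradient of the surface epithelium depended on the settings. Against 10 of 11 genes, 10 components called 6, with *Sftpd* reversed to 1.41 from -4.23, and DESeq2 called 7. All 11 were called with all variable genes, resolution 1.2, 2000 genes by vst, no cell filter, no filter on low counts, and genes scaled within each pool. They were also called with at least 20 cells per sum, but that minimum leaves out the clusters of the highest and the lowest *Muc1*, which have under 20 cells in pools 2 and 3, and compares the 2 clusters between them, so it does not check the same comparison. Each other clustering formed its own groups as well. Adjusted over the list alone, 10 or 11 were called under every alternative run. Without replicates 1, 2 and 3, 9, 8 and 7 genes were called. *Bcam* was then lost each time, *Muc16* without replicates 2 and 3, and *Reg3g* without replicate 3. Vascular and lymphatic genes called numbered 9 with DESeq2 to 13. The cause was not tested for these changes.

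A share of cells depended on the clustering in the smaller classes. The shares of surface epithelial-like, osteoblast-like, monocyte-like, monocyte/dendritic-like and ILC2-like cells and of those of open type were 37.1%, 6.41%, 9.56%, 3.00%, 1.49% and 0.905%. With 10 components, surface epithelial-like cells made up 33.7%, monocyte-like cells 8.74%, monocyte/dendritic-like cells 3.40%, B cell-like cells 2.60% (from 1.22%), and melanocyte-like cells, ILC2-like cells and monocyte-lineage cells of open type 0%. The cluster then named B cell-like was a mixture: of its 184 cells, 85 are B cell-like, 49 monocyte/dendritic-like and 39 melanocyte-like in the main clustering. With a resolution of 0.4, osteoblast-like cells made up 15.8%, monocyte/dendritic-like cells 3.91%, and ILC2-like cells and those of open type 0%. The monocyte/dendritic-like cluster then held 189 cells of this class and the 54 of open type. A resolution of 1.2 gave 8.22% monocyte-like, 1.67% monocyte/dendritic-like and 0% ILC2-like cells, and 30 components gave 8.50%, 1.84% and 2.01%. In both, a further cluster, of 87 and 79 cells, took the name osteoclast-like and made up 1.33% and 1.22% of all cells. Of these, 87 and 69 are monocyte/dendritic-like cells of the main clustering, so its share fell by this split. With the highest doublet scores left out they were 8.31%, 1.68% and 0%, and B cell-like cells 2.46%, in a cluster of 165 cells of which 85 are B cell-like and 80 monocyte/dendritic-like in the main clustering. ILC2-like cells were 0% with 2000 genes by vst and with genes scaled within each pool, 2.00% with no cell filter and 2.47% with called doublets left out. Where the share was 0%, no cluster carried the name. The ILC2-like cells were then in clusters named T/NK cell-like, with a resolution of 1.2 all 92 of them together with 70 T/NK cell-like cells. Where the share rose, other cells had joined them, 66 T/NK cell-like cells with called doublets left out, 32 with 30 components, and, with no cell filter, 19 osteoblast-like cells and 21 cells that the filter removes. The cause of the changes in surface epithelial-like and osteoblast-like cells was not tested.

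Without replicate 1, the melanocyte-like cluster fell to 0.134% of all cells from 0.597%, in cells that lack melanocyte transcripts, and B cell-like cells to 0.588%. The share of *Klrk1* in monocyte/dendritic-like cells with *Itgax* was 26.5% without replicate 1, against 47.7% and 43.5% without replicates 2 and 3. The other class shares moved by less than the SD between pools under every alternative named here.

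Against the sum of all other cells, innate immune genes called in surface cells of the highest *Muc1* were 2, against 4, and in those of intermediate *Muc1* 0, against 1. The same alternative, which lets the most numerous cells weigh most, reversed *Ifitm1* in stromal-like cells of the highest *Ecrg4* (-0.88, called, from 0.87), *Cadm1* in basal cells (-0.032 from 1.69), *Cx3cr1* in monocyte/dendritic-like cells (-0.095 from 3.93), *Myd88* in macrophage-like cells (-0.088 from 0.30) and *Zyx* in stromal-like cells of the highest *Adam33* (0.18 from -0.08). *Zyx* was not called in either, and ran from -0.20 to 0.065 without single replicates.

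The remaining reversals are of genes called in neither setting, and the cause was not tested. *Il2ra* in surface cells of the highest *Muc1* (-0.59) went to 0.11 with the highest doublet scores left out, 0.017 with genes scaled within each pool, and from -1.07 to 1.16 without single replicates. *Ptpn2* in surface cells of the lowest *Muc1* (0.26) ran from -0.11 to 0.36 without single replicates. *Clec2d* in stromal-like cells of the highest *Ecrg4* (-0.028) went to 0.051 with 30 components, 0.039 with 2000 genes by vst, 0.085 with no cell filter, 0.015 with a mitochondrial limit of 5%, 0.027 with genes scaled within each pool and 0.031 with at least 20 cells per sum. It ran from -0.18 to 0.089 without single replicates.

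Depth limits the counts of cells with a transcript. With every cell thinned to 1000 UMIs, 12 genes met the exclusive limits, against 35, of which 8 met them in both. The share of *Klrk1* was then 12.5% as the mean of pools 1 and 3 (25% and 0%), or 1 of 6 cells in all, with no *Itgax* cell in pool 2, as fewer UMIs per cell leave fewer cells with a transcript.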

Differences from the paper's values

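Among the comparisons below, the scaling of genes within each pool, the removal of the highest doublet scores and the order of the gradient genes in other clusterings were chosen after the data had been seen.

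Melanocytes made up 1.8% of all cells in the paper, against 0.597% ± 0.802 (SD over the pools) here. Of the alternatives set before the data were examined, 2000 genes by vst (1.14%) came within the limits used for a difference, but by a mixed cluster: of its 79 cells 44 are melanocyte-like in the main clustering, 12 macrophage-like, 11 monocyte/dendritic-like and 5 T/NK cell-like. All variable genes (0.500%), resolutions of 0.4 and 1.2 (0.597% each), 10 components (0%), 30 components (0.469%), no cell filter (0.542%), a mitochondrial limit of 5% (0.502%), called doublets left out (0.599%) and leaving out replicates 1, 2 and 3 (0.134%, 0.815% and 0.841%) did not.

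The paper's results text finds no *Itgam* in its macrophages and its discussion finds the gene in few, whereas 26.6% of macrophage-like cells here had a UMI of it. By the number of innate immune genes, the paper ranks its surface cluster with surfactant D ahead of the other epithelial types. Over all of Table 4, basal cells had 10 called genes and surface cells of the lowest *Muc1* had 9, and basal cells were ahead under every alternative run, with 8 against 6 for the sum of all other cells. The paper lists 12 genes for basal cells and 11 for these surface cells, so the order also follows the lengths of its lists. The paper describes surfactant D as exclusive to that cluster, but its transcript *Sftpd* was found in 5.82% of all other cells. Its share was 11.9% and 14.6% in the surface groups of the highest and intermediate *Muc1*, and 0.318% and 0.231% in the stromal-like groups of the highest *Ecrg4* and *Adam33*, which should lack it. With every cell thinned to 1000 UMIs it was found in 1.68% of all other cells, under the limit.

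The paper gives a falling order of mean expression over its surface clusters for *Muc5b*, *Tff2* and *Reg3g*. The means of these 3 were highest in the intermediate cells here, and 2 or 3 of them also with a mitochondrial limit of 5% and with called doublets or the highest doublet scores left out. All 3 fell in the paper's order with all variable genes, resolutions of 0.4 and 1.2, 10 components, 2000 genes by vst and no cell filter, and with genes scaled within each pool, chosen after seeing the values. The cluster with *Tff2* among its leading genes then had the highest *Muc1*. With 30 components *Muc5b* and *Tff2* fell and *Reg3g* did not. Of the genes it places on either side, *Igfbp5* was not called. It was called with all variable genes, resolutions of 0.4 and 1.2, 2000 genes by vst, no cell filter, called doublets left out and no filter on low counts, between the 2 other clusters that a minimum of 20 cells per sum leaves, and also with genes scaled within each pool, with and without the pools as blocks, which was chosen after seeing the values.

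*Aqp1* and *Plvap*, which the paper assigns to vascular cells, were not called against lymphatic cells. With 10 components, without replicate 1, with the pools as blocks and with no filter on low counts they were called, and so they were, in alternatives chosen after seeing the values, with the highest doublet scores left out and with pool scaling and blocks. *Plvap* alone was also called with 2000 genes by vst, no cell filter and called doublets left out, and *Aqp1* alone with genes scaled within each pool, chosen after seeing the values. Adjusted over their own lists alone, *Igfbp5*, *Aqp1* and *Plvap* were all called.

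Of 151 tested pairs of an innate immune gene and a cell type in Table 4, 14 were not called. The settings that call some of them are the following. *Samhd1* in stromal-like cells of the highest *Ecrg4* was called with 10 and 30 components, 2000 genes by vst, at least 20 cells per sum, without replicate 1, against the sum of all other cells, and with pool scaling, with and without blocks, chosen after seeing the values. *Rpl39* in basal cells was called with a resolution of 1.2, the pools as blocks, and pool scaling with blocks, chosen after seeing the values. *Hmgb2* in basal cells was called against the sum of all other cells, and *Trp53* in osteoblast-like cells with a resolution of 1.2 and with no cell filter. *Trp53* in stromal-like cells of the highest *Adam33* and *Ptpn2* in surface cells of the lowest *Muc1* were called with pool scaling and blocks, chosen after seeing the values. Adjusted over all genes, no setting run called *Hmgb2* in surface cells of the lowest *Muc1*, *Il2ra*, *Cr1l*, *Clec2d*, *Zyx*, *Myd88* or *C1qbp* higher, and *Ccl5* in macrophage-like cells was called lower (-3.73) against the sum of all other cells.

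Of 63 genes that the paper calls exclusive or unique to a cell type, 35 met its limits on shares of cells and 28 did not. Its condition on levels was not applied. Some of the 28 met them in other settings: *Dct*, *Mlana*, *Pmel*, *Slc45a2* and *Tyrp1* in melanocyte-like cells with 30 components, *Sfrp4* with 30 components, resolution 1.2, no cell filter and the highest doublet scores left out, and *Lst1* with a mitochondrial limit of 5%, called doublets left out and without replicates 2 and 3. *Kcnj16* met them with called doublets or the highest doublet scores left out and without replicate 1, *Cldn4* with the highest doublet scores left out, *Aplnr* without replicates 1 and 2, *Cldn3* and *Cldn7* without replicate 1, *Col28a1* without replicate 2, *Ibsp* with genes scaled within each pool, without replicate 1 and with cells thinned to 1000 UMIs, and *Aqp5*, *Atp1b1* and *Krt17* with thinned cells. The alternatives with the highest doublet scores left out and with pool scaling were chosen after seeing the values.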

Other observations

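In this part, the tests of a shared expression difference behind the surface clusters, of depth behind the melanocyte-like cells and of cycling cells among them were chosen only after the result was seen, and so were the reading of single NK and T cell genes beside *Klrk1* and the condition on the *Bpifa1* test that the genes of a class must not go both ways.

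The calls were set against other splits of the same sums. With the group labels permuted in 20 ways, 1 of 21 splits, the real one, gave as many innate pairs as the 137 called, and the highest other count was 21 (median 6). The same held for the 37 innate genes of macrophage-like cells (1 of 21, highest other 8, median 0) and the 108 other pairs (1 of 21, highest other 38, median 15.5). Such splits mix cell types, whereas the real groups came from clustering these same cells by expression. The lower counts were therefore to be foreseen, and these comparisons are no evidence for the calls. For the 10 gradient genes and the 11 vascular and lymphatic genes, 1 of 10 splits reached the count, the highest other counts being 1 and 0. Of these splits, 4 part the 2 sums of every pool, and the others among them gave at most 0 calls. With 10 splits a share under 0.1 cannot be had, so these last 2 counts cannot be told apart from a grouping by chance on the splits alone.

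The 4 large surface epithelial-like clusters were divided by pool. To match pools 2 and 3, 84.0% of the surface cells of pool 1 would have to change cluster, against 1.85% of those of pool 2 to match pool 3. Depth as the whole cause is argued against by 2 results. With every cell thinned to 1000 UMIs the share was still 35.9%, against 1.78%, and the median depth differed at least as much between pools 2 and 3 (6376.5 and 7461 UMIs) as between pools 1 and 2 (5499 and 6376.5 UMIs). A part of the division may still come from depth. The share was 12.3% with 10 components, 20.5% with 2000 genes by vst, 39.1% with all variable genes, 77.0% with no cell filter and 88.6% with 30 components. With genes scaled within each pool it was 14.4%.

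A candidate explanation is a difference in expression between the pools that many cell types share. Of the 200 genes of the largest ratio between pool 1 and the others in surface cells, among 1903 compared, 95.5% moved the same way in basal, 93.5% in stromal-like and 86% in endothelial-like cells. For pool 2 against pool 3 these values were 68%, 67% and 61%. Free RNA from surface cells would carry the same directions into other cells and was not excluded. The library batch has the same division, so a batch effect and a difference between the mice cannot be told apart here, as pool 1 is the only pool of its batch. A difference of over 2-fold between pool 1 and the others was found for 47 of 4635 surface genes, 72 of 5346 basal genes and 69 of 6065 stromal genes, against 8, 23 and 18 between pools 2 and 3. In endothelial-like, monocyte-lineage and lymphocyte-like cells, which are fewer, it was 128 against 200, 104 against 76, and 433 against 712.

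*Clock* genes differed between pool 1 and the other pools. *Dbp* stood at 1.30, 91.4 and 96.9 CPM in basal, 4.64, 53.2 and 51.1 in surface, 35.6, 112 and 116 in stromal-like and 16.1, 86.4 and 72 CPM in endothelial-like cells of pools 1, 2 and 3. *Dbp* (-1.77), *Nr1d1* (-1.60) and *Per3* (-0.61, log2) had drawn attention and were kept out of the test. Of 6 other genes in phase with *Dbp*, 0 were higher in pool 1 (median -0.39, percentile 0 of random lists, whose median was 0.09), and of 5 genes in antiphase 5 were higher (median 0.44, percentile 99.67). The medians lay 0.827 apart. The tissue of pool 1 may have been taken at another time of day, a hypothesis that the study's text does not settle. An effect of the library batch stays open.

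Interferon-induced genes were higher in pool 1 in stromal-like, endothelial-like and basal cells. Of 14 genes, 12 were higher, with a median of 0.48 in log2 units against 0.05 for random lists (percentile 100), and *Socs1* (-0.03) and *Cxcl10* (-0.32) were not. In stromal-like cells the median was 0.67, with 9 of 11 genes higher. Free RNA from leukocytes would raise abundant leukocyte transcripts at least as much, but the median of 8 such genes in stromal-like cells was -0.0874, with 3 higher. *Lyz2* (0.83) was the exception, and the next highest was *Tyrobp* (0.32). The values are consistent with an interferon response in the mice of pool 1, but an effect of its batch stays open, and the 3 pools allow no test between mice.

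Melanocyte transcripts were found almost only in pool 1. At least 3 UMIs of melanocyte markers were seen in 40, 2 and 0 cells of pools 1, 2 and 3 (1626, 72 and 106 UMIs in all). Too little depth in pools 2 and 3 is argued against, since with every cell thinned to 1000 UMIs pool 1 still had 36 such cells and pools 2 and 3 had 0. A difference in dissection, between mice or between batches stays open, and no biological explanation was tested. Within the melanocyte-like cluster, 37 cells, all of pool 1, carried these transcripts, and 9 of them also cycling markers. Cycling and epithelial markers together were found in 0 of the 37, which argues against cycling epithelial cells as the source of the cycling markers. The cluster's other 8 cells (3, 3 and 2 in the pools) differed. Of them 7 carried cycling markers and 5 both cycling and epithelial markers, and they may be cycling cells of other types that were grouped with the melanocytes. Over all classes, cycling markers were found in 33, 17 and 12 cells of the pools.

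UMIs of *Bpifa1* were found in 96.1% to 100% of the cells of each class examined. Free RNA from surface cells would bring other abundant transcripts in the same ratio to *Bpifa1*. Of 10 such genes, 9 reached 100 CPM in surface cells, and all of them were chosen as genes this tissue expresses. The log2 ratio relative to surface cells had a median of 0.359 over 9 genes and 3 classes. In stromal-like cells all 9 lay from 0.19 to 1.01. In macrophage-like and endothelial-like cells, however, the genes went both ways, with *Ltf* at -1.25 and -2.0, *Reg3g* at -1.47 and -1.38, and *Krt7* at 1.12 and 1.00. A rule on the medians alone, used at first, read this as free RNA. The spread was taken into account only after the values were seen, and with it free RNA and expression in these cells cannot be told apart, since ratios this far apart match neither a single source nor its absence.

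NK cells or doublets with them might explain *Klrk1* in the monocyte/dendritic-like cluster. Of its 71 cells with *Klrk1*, 1.19% ± 2.06 had a UMI of an NK marker of the naming list or of a Cd3 gene, against 2.33% of those without *Klrk1* and 95.2% of T/NK cell-like cells with *Klrk1*, and 3 stood among the highest Scrublet scores. The NK lectin gene *Klrd1*, which is not in that list, was found in 60.6% of the 71 cells, 37.3% of those without *Klrk1* and 64.8% of the T/NK cell-like cells with *Klrk1*, as NK cells would require. They would also bring *Ncr1*, *Klrb1c* and *Cd3g*, found in 38.0%, 46.5% and 47.9% of the latter but in 0% of the 71 cells. This argues against both, while *Klrd1* in these cells stays unexplained. *Cd209a* was found in 63.4%, Xcr1 in 19.7% and Clec9a in 18.3% of the 71 cells. Whether the protein is made stays open, and no biological explanation was tested.

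*Xist* had 18505 UMIs and was found in 90.1%, 82.7% and 82.7% of the cells of pools 1, 2 and 3, while *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 UMIs. Genes raised by dissociation (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Atf3*, *Hspa1a* and *Hspa1b*) summed to 8697, 9074 and 9883 CPM in surface, 15601, 18562 and 17899.6 in basal, 10565, 10674 and 11754 in stromal-like, 9609, 12187 and 14485 in endothelial-like, 4917, 5779 and 5957 in monocyte-lineage and 4919, 5384 and 6372 CPM in lymphocyte-like cells of the 3 pools. No cause of the differences was tested. A single cell carried all 4 neutrophil markers.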
